# Cyclic GMP-AMP Synthase (cGAS) Deletion Promotes Less Prominent Inflammatory Macrophages and Sepsis Severity in Catheter-Induced Infection and LPS Injection Models

**DOI:** 10.3390/ijms26115069

**Published:** 2025-05-24

**Authors:** Chatsuree Suksamai, Warerat Kaewduangduen, Pornpimol Phuengmaung, Kritsanawan Sae-Khow, Awirut Charoensappakit, Suwasin Udomkarnjananun, Sutada Lotinun, Patipark Kueanjinda, Asada Leelahavanichkul

**Keywords:** cGAS, macrophage, OXPHOS, LPS, sepsis model

## Abstract

Activation of cGAS, a cytosolic receptor recognizing double-stranded DNA, in macrophages is important in sepsis (a life-threatening condition caused by infection). The responses against sepsis induced by subcutaneous implantation of the *Pseudomonas*-contaminated catheters in cGAS-deficient (cGAS^−/−^) mice were lower than in wild-type (WT) mice as indicated by liver enzymes, white blood cell count, cytokines, and M1-polarized macrophages in the spleens. Likewise, a lethal dose of lipopolysaccharide (LPS) induced less severe sepsis severity as determined by mortality, organ injury, cell-free DNA, and serum cytokines. Patterns of the transcriptome of lipopolysaccharide (LPS)-stimulated bone marrow-derived macrophages were clearly different between cGAS^−/−^ and WT cells. Gene set enrichment analysis (GSEA; a computational statistical determination of the gene set) indicated more prominent enrichment of oxidative phosphorylation (OXPHOS; the mitochondrial function) and mTORC1 pathways in LPS-activated cGAS^−/−^ macrophages compared with WT. Meanwhile, LPS upregulated cGAS and increased cGAMP (a cGAS inducer) only in WT macrophages along with less severe inflammation in cGAS^−/−^ macrophages, as indicated by supernatant cytokines, pro-inflammatory molecules (nuclear factor kappa B; *NF-κB*), M1 polarization (*IL-1β*, CD80, and CD86), and macrophage extracellular traps (METs; web-like structures composed of DNA, histones, and other proteins) through the detection of citrullinated histone 3 (CitH3) in supernatant and immunofluorescent visualization. In conclusion, less prominent pro-inflammatory responses of cGAS^−/−^ macrophages than WT were demonstrated in mice (catheter-induced sepsis and LPS injection model) and in vitro (transcriptomic analysis, macrophage polarization, and METs).

## 1. Introduction

Sepsis, an extreme response to infection regardless of the type of microorganism, is a life-threatening condition with multi-organ failure and high mortality [1]. While macrophages play a crucial role in innate immune defense through several pattern recognition receptors (PRRs), macrophage hyperimmune responses worsen sepsis, and the modulation of macrophages attenuates sepsis through various molecular mechanisms [2,3,4]. With a simplified macrophage polarization classification (M1 pro-inflammatory and M2 anti-inflammatory polarizations), controlling macrophage responses through different molecular pathways to direct them toward a proper response is one of the interesting strategies to attenuate inflammatory diseases [5,6]. Cyclic guanosine monophosphate–adenosine monophosphate (GMP-AMP) synthase (cGAS), one of the PRRs in several cells, is a cytosolic sensor that recognizes fragmented DNAs, especially the microbial DNA, and initiates the synthesis of cyclic GMP-AMP (cGAMP), a secondary messenger that activates stimulator of interferon genes (STING) [7,8,9]. In addition to recognizing pathogen-associated molecular patterns (PAMPs), cGAS detects damage-associated molecular patterns (DAMPs) that are released from stressed or dying cells, such as apoptotic cells, resulting in inflammatory cytokine production [10,11]. While cGAS recognizes intracellular organisms (bacteria and viruses), cGAS also detects mitochondrial DNA (mtDNA) and damaged host DNA (leaked from the nuclei) as DAMPs [12,13]. Interestingly, overwhelming inflammatory stimuli can drastically alter cell energy status and possibly cause mitochondrial damage, releasing mtDNA that could escalate the responses, similar to a positive feedback cycle leading to more severe inflammation [14,15]. Hence, interference with the cGAS–STING pathway attenuates inflammation in several conditions, either non-infectious causes or infectious etiologies [16]. For example, several uremic toxins, which accumulate in the blood following the removal of both kidneys, induce macrophage responses with systemic inflammation, partly through the activation of cGAS [13]. In cecal ligation and puncture (CLP)-induced sepsis, cGAS recognized mtDNA in stressed lung epithelial cells, thereby promoting lung inflammation via the STING pathway [12,17]. Hence, cGAS^−/−^ immune cells (neutrophils and macrophages) exhibit less prominent responses against several activators [13,18,19]. The blockage of the cGAS pathway might be beneficial in reducing inflammatory damage in several conditions.

Despite some similarities among sepsis from several causes, differences in pathogenesis and molecular pathways are possible. For example, peritonitis is closely associated with the translocation of organisms from the gut into the liver (gut-liver axis) and Kupffer cell responses, while pneumonia might mainly rely on alveolar macrophages that have naturally adapted to defend against different types of organisms [20], unlike Kupffer cells [21]. Therefore, supportive data on the role of cGAS in sepsis using different models are essential for translating this topic to the clinical setting. Catheter-related infection is common in patients [22], and the subcutaneous catheter insertion model in mice can induce sepsis with highly virulent organisms [23]. Although the subcutaneous catheter insertion mouse model is different from the patient situation because the catheters are not placed inside the vessels, this model is used as a preclinical model to explore catheter-associated infection [24] due to the small diameter of mouse vessels [25]. Also, the catheter insertion model can apply to other clinical situations with subcutaneous foreign body insertion in humans; for example, the Tenckhoff catheter in patients with peritoneal dialysis [26] that may develop sepsis [27]. Thus, the catheter insertion model, a simpler intervention compared to surgical models of sepsis (e.g., the CLP model), is one of the interesting sepsis models. Because sepsis from the Gram-negative bacteria is usually more severe than Gram-positive bacteria [28], and due to our previous successful induction of sepsis using *P. aeruginosa*-infected catheters [29], *Pseudomonas*-infected catheters were subcutaneously implanted in WT and cGAS^−/−^ mice to represent sepsis from subcutaneous catheter infection. In addition, the sepsis model using a lethal dose of lipopolysaccharide injection, one of the commonly used mouse models of sepsis [30], was also conducted. Furthermore, in vitro and transcriptomic analyses of cGAS^−/−^ macrophages were also performed.

## 2. Results

### 2.1. Deletion of cGAS Reduces Disease Severity in a Catheter-Induced Sepsis Mouse Model

Because mitochondrial injury induces the release of mitochondrial DNA (as DAMPs) [31], which activates cGAS [13], we hypothesized that sepsis would be less severe in cGAS^−/−^ mice compared to wild-type (WT) mice. To test this hypothesis, a sepsis model using subcutaneous implantation of *Pseudomonas aeruginosa*-contaminated catheters into cGAS^−/−^ and WT mice for 5 days, mimicking catheter-associated infections observed in humans, was established (Figure 1A, left side). There was no skin inflammation at 5 days after the implantation in any mice compared with the post-catheter insertion time point (day 1) (Figure 1A, right side). However, the catheters from the infected catheter group demonstrated blue–green-colored pus (Figure 1A, right side in the red-colored frame), while the control catheter showed clearer coloring without pus (Figure 1A, right side in the blue-colored frame). The baseline levels of all parameters were similar between cGAS^−/−^ and WT, while sepsis induced higher levels of all parameters compared to the baseline, except for serum creatinine (Figure 1B), including liver enzymes (Figure 1C,D), cells in the complete blood count (CBC) (Figure 1E–G), bacteremia (Figure 1H), endotoxemia (Figure 1I), cell-free DNA (Figure 1J), and serum cytokines (TNF-α, IL-6, and IL-10) (Figure 1K–M). The inflammatory responses against sepsis were less severe in cGAS^−/−^ compared to WT mice, as indicated by reduced (i) liver dysfunction, using serum aspartate transaminase (AST) and alanine transaminase (ALT) levels, (ii) total white blood cells (WBC) and lymphocyte counts, and (iii) cytokine levels (TNF-α, IL-6, and IL-10). However, no significant differences were observed in renal function (serum creatinine) (Figure 1B), blood neutrophil abundance (Figure 1F), bacteremia (Figure 1H), endotoxemia (Figure 1I), and cell-free DNA (Figure 1J). Flow cytometry analysis of the spleens showed that baseline flow cytometric characteristics were similar between cGAS^−/−^ and WT mice. Using F4/80 as a macrophage biomarker, septic WT mice showed an elevation in M1 macrophages (CD80 and CD86 positive cells) (Figure 2A,B) and activated macrophages (IAb or MHC-class II positive cells) (Figure 2F), with no obvious change in M2 anti-inflammatory macrophage parameters (elevated CD163 but reduced CD206) (Figure 2C,D). Analysis with the CD11b marker, myeloid-derived macrophages (Gr-1 positive) (Figure 2G), inflammatory monocytes (Ly6c positive) (Figure 2H), and neutrophils (Ly6g positive) (Figure 2I) showed no significant differences between control and septic mice. To test sepsis severity, a lethal dose of LPS was injected. The 2-day mortality rate (Figure 3A) in LPS-injected WT mice was higher than in cGAS^−/−^ mice, while serum creatinine (Figure 3B) and ALT at 6 h post-LPS (Figure 3C) were not different. On the other hand, cell-free DNA (Figure 3D) and serum cytokines (TNF-α, IL-6, and IL-10) (Figure 3E–G) in LPS-injected WT mice were worse than in cGAS^−/−^ mice. These data indicated that sepsis-induced immune responses toward pro-inflammatory M1 macrophages were more prominent in the WT than cGAS^−/−^ mice, supporting the potential role of cGAS activation by mitochondrial DNA released during the overwhelming inflammatory responses in sepsis-induced hyperinflammation [32].

### 2.2. Transcriptomic Analysis Reveals Diminished IRF and JAK/STAT Activity, but Enriched OXPHOS and mTORC1 Pathways in cGAS-Deficient Macrophages

Given the observed reduction in disease severity in cGAS-deficient mice and the reported role of macrophages in catheter-associated infection [33], macrophages derived from bone marrow (BMDMs) from cGAS^−/−^ and WT mice were tested. The absence of cGAS expression in cGAS^−/−^ BMDMs was evidenced by lower cGAS gene expression and reduced levels of 2′3′-cGAMP (a secondary messenger synthesized by cGAS that activates the downstream STING pathway) (Figure 4A). With the 24 h stimulation by lipopolysaccharide (LPS; an important bacterial component), cGAS gene expression was upregulated and increased 2′3′-cGAMP levels only in WT macrophages, but not in cGAS^−/−^ cells (Figure 4A). These findings support the notion of cGAS activation by cytosolic DNA during sepsis [34]. 

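RNA from bone marrow-derived macrophages of WT and cGAS-/- mice, left untreated (UT) or stimulated with LPS, was sequenced in 12 samples, 3 for each genotype and treatment. The methods give LPS at 150 ng/mL for 24 h on a NextSeq instrument, whereas the sample labels give 100 ng/mL, 1 h and a HiSeq, and their extraction step names neutrophils. The dose and time of the methods are used here. The legend of Figure 4 calls the 3 samples of a group technical replicates, so their spread need not be the spread between mice. The authors mapped the reads to GRCm39 with STAR and quantified them with Kallisto. The deposited values were taken as Kallisto's transcript abundances in TPM, averaged over the transcripts of each gene symbol. This unit was inferred from the values, since the methods do not name it, and the number of reads behind a value is unknown. By current symbol, the table holds 90.3% of the annotated protein-coding genes of chromosomes 1 to 12. It stops on chromosome 13 at E430024I08Rik, and of the genes beyond it only Dnaaf6 is listed. Irf9, Rela, Tnf, Cd80, Cd86, Retnla, Myc and the mitochondrially encoded genes are therefore not analysed here. The values of a sample summed to between 447189 and 503156 in 11 samples and to 709802 in WT LPS replicate 3. In that sample, the pseudogene Fth-ps3 held 31.7% of the total and protein-coding genes 18.5%, against 49.9% and 54.5% protein-coding in the other WT LPS samples. Cgas, the targeted gene (chromosome 9 of GRCm39, 78337802 to 78350535), which shares 28.6% of its sequence with Gm68924, lay between 1.19 and 3.25 TPM in the 6 WT samples and between 0.0703 and 0.29 TPM in the 6 cGAS-/- samples.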

Then, the RNA from macrophages was used for transcriptomic analysis to identify relevant molecular functions. As such, the transcriptomic pattern was obviously different between cGAS^−/−^ and WT cells, either with LPS activation or the control untreated (UT) conditions (Figure 4B,C). 

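Between samples, the Euclidean distance over log2(TPM + 1) was 68.4 on average between UT cGAS-/- and UT WT samples, 1.22 times the average of 56.2 within these groups (n = 3 per group). With LPS, the distance between genotypes averaged 108, which is 1.16 times the within-group average of 92.5. In both comparisons the exact permutation test gave p = 0.1 (one-sided), the smallest p that 3 samples against 3 allow. WT LPS replicate 3 lay 153 and 155 from the other WT LPS samples, which lay 98.1 apart, so the LPS ratio is set within a wide group. Without any one of the cGAS-/- LPS samples the LPS ratio fell to between 0.945 and 0.947, and without WT LPS replicate 2 it rose to 1.65. Limma was fitted to log2(TPM + 1) of 11887 genes in all 12 samples, and genes were called at the adjusted p and log2 fold change of the methods. It called 73 genes between genotypes with LPS and 44 in UT cells. The 3 samples of one genotype lay beyond all 3 of the other at each of these genes, as chance gives for 10% of unchanged genes. A total of 15 genes were called in both treatments, all in the same direction.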

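In UT macrophages, 40 genes were called lower and 4 higher in cGAS-/- than in WT (limma, 11887 genes tested). Of the 16 genes that Figure 4B shows higher in UT WT cells, 16 were lower in cGAS-/- with an adjusted p under 0.05, over all genes and also adjusted over the list alone, by −0.82 to −2.50 on the log2 scale. At each of them the 3 cGAS-/- samples lay below the 3 WT samples. The figure's genes were picked from these samples, so the second is not independent evidence. Only 5 of them passed a log2 fold change of 2 as well, which were Igkv3-4, Igkv12-44, Gm43690, Top2a and Mki67. Top2a (chromosome 11, 98883769 to 98915062) was at 9.99 ± 0.742 TPM (SD, n = 3) in UT WT cells and at 1.69 ± 0.245 in UT cGAS-/- cells, a log2 fold change of −2.03 (standard error 0.17, limma adjusted p = 1.28e-04). Mki67 (chromosome 7, 135291513 to 135318299) was at 12.7 ± 0.522 and 2.13 ± 0.329 TPM, a log2 fold change of −2.14 (standard error 0.175, limma adjusted p = 1.23e-04). The log2 fold change was −1.43 for Tk1, −1.21 for Kif18b, −1.96 for Aunip (50.2% of whose sequence Mtfr1l shares), −1.19 for Pimreg, −0.91 for Stab2 and −0.93 for Cks1b, which lost its adjusted p under 13 of 24 alternative settings. Igkv3-4 and Igkv3-12 were listed at 0 in every UT cGAS-/- sample and lay between 1.51 and 9.87 and between 1.04 and 5.32 TPM in UT WT cells. Igkv3-12 lost its adjusted p under 10 of 22 alternative settings, and Gm6209, also among the 16, under 6 of 22. Igkv12-44 lay between 3.61 and 5.24 TPM in UT WT cells and above 0 in 1 UT cGAS-/- sample. These Igkv segments have close relatives, and Igkv3-12 matches Igkv3-7 at 96.7% identity, so the authors' counting could have split their reads. Gm43690 lies within a Brca2 transcript and Gm12978 matches Gm12992 exactly, which leaves their values uncertain. Of the 5 genes that Figure 4B shows higher in UT cGAS-/- cells, all were, 4 of them with an adjusted p under 0.05 and Ctla2a without. Id3 was at 46.1 ± 1.16 TPM against 1.31 ± 0.428, and Psenen-ps, whose sequence is identical to part of Psenen, at 24.1 ± 7.83 TPM. With a pseudocount of 0.1 in place of 1, 75 genes were called, and with 5 there were 18.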

In the UT condition, more prominent gene expression was mostly demonstrated in the WT with the following lists: *Igkv* (immunoglobulin kappa variable cluster), *Tk* (thymidine kinase), *Kif* (kinesin superfamily proteins), *Top2a* (DNA topoisomerase II alpha), *Mki67* (marker of proliferation Ki-67), *Aunip* (aurora kinase A and ninein interacting protein), *Pimreg* (PICALM interacting mitotic regulator), Stab2 (a group of transmembrane receptor protein), and *Cks1b* (cyclin-dependent kinases regulatory subunit 1) (Figure 4B), indicating the possible differences in cell growth, proliferation, and deaths between cGAS^−/−^ and WT macrophages. With LPS stimulation, the more prominent gene expression was mostly demonstrated in the cGAS^−/−^ with the following lists: *Clmp* (CXADR-like membrane protein), *Marco* (macrophage receptor with collagenous structure), *Vnn* (vanin-1), *Pilrb* (paired immunoglobin-like type 2 receptor beta), *Draxin* (dorsal inhibitory axon guidance protein), *IL6* (interleukin 6), *Lad* (leukocyte adhesion deficiency), *IL12* (interleukin 12), *Shisa* (a transmembrane protein family), *Ppm* (metal-dependent Ser/Thr protein phosphatases), *Fscn* (fascin actin-bundling protein 1), *Mmp9* (matrix metalloproteinase-9), and *Tal2* (TAL BHLH transcription factor 2) (Figure 4B). 

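With LPS, 33 genes were called higher and 40 lower in cGAS-/- than in WT, while the median log2 fold change of all genes was 0.20, and 0.02 with TMM factors. Another scaling moved this split to 26 higher and 61 lower (TMM factors) and to 25 higher and 51 lower (quantile normalization), and without WT LPS replicate 3 it was 25 higher and 72 lower. It turned the other way without WT LPS replicate 2, with 130 higher and 84 lower, and for protein-coding genes only, chosen after the data were seen, with 26 higher and 16 lower. The number of calls depended on how the spread was estimated. The WT LPS samples varied more than the rest, and with a spread taken from the 6 LPS samples alone 5 genes were called, 4 of them among the 73. With weights per sample, chosen after the data were seen, 58 genes were called, 46 of them among the 73. On simulated data in which each condition had its own spread, 12.3% of the genes called in this comparison were unchanged ones, and 41.6% of those with an adjusted p under 0.05 (11887 genes). The simulated noise was independent between genes, so the share among the real calls can differ. Without WT LPS replicate 2, 214 genes were called. Without cGAS-/- LPS replicate 1, 2 or 3 there were 37, 48 and 42, more of them lower than higher. Of the 15 genes that Figure 4B shows higher in cGAS-/- cells with LPS, all 15 were higher with an adjusted p under 0.05, over all genes and adjusted over the list alone, with the 3 cGAS-/- samples above the 3 WT samples. As in UT cells, the list was picked from these samples. The log2 fold change passed 2 for 5 of them. Marco (chromosome 1, 120402267 to 120432753) was at 266 ± 2.86 TPM (SD, n = 3) in cGAS-/- and 12.4 ± 3.06 in WT cells, a log2 fold change of 4.35 (standard error 0.23, limma adjusted p = 4.24e-06). Mmp9 was at 49.4 ± 2.15 and 3.00 ± 1.95 TPM, and Shisa3 at 3.73 ± 0.0211 and 0.0119 ± 0.0206 TPM. Of the vanins, Vnn3 was at 13.9 ± 0.437 and 2.72 ± 1.34 TPM, whereas Vnn1 was above 0 in 1 of the 12 samples, a WT LPS sample. The log2 fold change was 0.95 for Clmp, 1.24 for Pilrb1, 1.45 for Draxin, 1.99 for Lad1, 1.66 for Ppm1n (53.7% of whose sequence Gm57225 shares), 1.62 for Fscn1 and 1.47 for Tal2. Pilrb1 shares 97.3% identity with Pilrb2 over 30.4% of its length. Clmp lost its adjusted p under 19 of 23 alternative settings and Pilrb1 under 6 of 24. Gm20594 and 6530402F18Rik, also among the 15, lost theirs under 5 of 23 and 5 of 22. Of the 5 genes shown higher in WT cells, all were lower in cGAS-/-. Gm7609, Gm15056 and Gm26674 were past both thresholds, of which Gm7609 has relatives at 99.4% identity and Gm26674 shares 37.1% of its sequence with Sash1.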

Despite the differentially expressed gene analysis, the direction of macrophage function based on this list is still difficult to predict. However, the upregulated *Il6* and *Il12a* potentially elevated more prominent proinflammatory cytokines in LPS-treated cGAS^−/−^ macrophages than in LPS-treated WT (Figure 4B). 

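Il6 (chromosome 5, 30218112 to 30224979) was at 14.3 ± 1.58 TPM (SD, n = 3) in LPS-treated cGAS-/- macrophages and at 0.801 ± 0.256 TPM in LPS-treated WT macrophages. The log2 fold change was 3.09 (standard error 0.16, limma adjusted p = 4.24e-06, higher in 3 of 3 samples). Il12a (chromosome 3, 68597977 to 68605880) was at 3.58 ± 0.809 TPM in the former and 0.179 ± 0.157 TPM in the latter, with 1 WT sample listed at 0. Its log2 fold change was 1.95 (standard error 0.17, limma adjusted p = 1.90e-04), short of 2. In UT cells the highest value of either gene was 0.134 TPM. The rise with LPS was larger in cGAS-/- than in WT cells, by 3.14 on the log2 scale for Il6 (limma interaction term, adjusted p = 2.88e-04) and by 1.96 for Il12a (adjusted p = 0.00330). From these genes, the paper proposes that LPS-treated cGAS-/- macrophages could make more pro-inflammatory cytokines than LPS-treated WT macrophages.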

Then, the bioinformatic tools, specifically DoRothEA [35] and PROGENy [36], were further used to estimate transcription factor and pathway activities, respectively, using the transcriptomic data. The results revealed diminished transcription factor activity of the intracellular antigenic recognition pathways, including the interferon regulatory factor (*IRF*) (e.g., *Irf1*, *Irf2*, and *Irf9*) and Janus kinase–signal transduction and activation of transcription (*JAK*/*STAT*) (e.g., *Stat1* and *Stat2*) in LPS-treated cGAS^−/−^ BMDMs compared to LPS-treated WT BMDMs (Figure 4C). Also, the activity of transcription factors associated with the synthesis of several proteins, including the nuclear factor kappa B (*NF-κB*) (e.g., *Rela* and *Nfkb1*) and mitogen-activated protein kinase (*MAPK*) (e.g., *Jun* and *Fos*), was also more prominently increased in cGAS^−/−^ macrophages (Figure 4C). 

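DoRothEA's regulons were not at hand, so a list of 41 tested genes driven by IRF and STAT factors was used in place of them. With LPS, their median log2 fold change between cGAS-/- and WT cells was −0.33, which is −0.53 relative to all tested genes, with 19.5% of the genes higher in cGAS-/- (limma camera with a preset correlation of 0.01, adjusted p = 3.39e-08 over all lists and comparisons). Of the camera calls for the paper's pathways in this comparison, those for the NF-κB and mTORC1 lists hold under fry and that for the IRF and STAT list does not. None of these 3 holds when the correlation is estimated per list. The mean of log2(TPM + 1) over the list was 5.67, 6.37 and 4.91 in the WT LPS samples and between 5.17 and 5.30 in the cGAS-/- LPS samples. The median was −0.01 without WT LPS replicate 2 and −0.68 without WT LPS replicate 3. In UT cells the median was −0.53 (camera adjusted p = 1.87e-09), a call that fry did not make either. The difference between the LPS effects of the genotypes had a median of 0.22 while camera gave its direction as lower (adjusted p = 0.456). As for mRNA, Irf1, 42.6% of whose sequence Gm17334 shares, was at 7.69 ± 0.785 TPM (SD, n = 3) in cGAS-/- and 13.0 ± 4.99 in WT cells with LPS. Its log2 fold change was −0.61 (standard error 0.27, limma adjusted p = 0.256), and −0.95 without WT LPS replicate 1, where it was called by adjusted p. The log2 fold change was 0.18 for Irf2 and −0.21 for Stat2, neither with an adjusted p under 0.05. Irf2 turned to −0.19 with TMM factors, −0.06 with quantile normalization and −0.01 without WT LPS replicate 1. Stat2 turned to 0.14 without WT LPS replicate 2.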

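For NF-κB, a list of 46 tested target genes had a median log2 fold change of 0.81 between cGAS-/- and WT cells with LPS, and 89.1% of them were higher in cGAS-/- (camera adjusted p = 7.23e-08). The median was 0.44 without WT LPS replicate 3 and 1.23 without WT LPS replicate 2, and called in both cases. The mean of log2(TPM + 1) over the list was between 5.09 and 5.18 in the cGAS-/- LPS samples and 4.34, 4.57 and 3.28 in the WT LPS samples. For MAPK, a list of 21 tested early targets of AP-1 had a median of 0.61 (camera adjusted p = 0.0993), not past the threshold. The AP-1 list was called without WT LPS replicate 1, with no filter on low values, with a pseudocount of 5 and by fgsea, and its median was 0.13 without WT LPS replicate 3. Nfkb1 was at 13.4 ± 0.327 TPM (SD, n = 3) in cGAS-/- and 6.23 ± 4.49 in WT cells. Its log2 fold change was 1.17 (limma adjusted p = 0.124 over all genes, and 0.0435 adjusted over the list alone of 7 factor genes named for these pathways), with the 3 cGAS-/- samples above the 3 WT samples. It passed over all genes with TMM factors, with quantile normalization and without WT LPS replicate 2. Adjusted over the list alone, 0 of the 7 passed in limma whichever UT or cGAS-/- LPS sample was left out, and 2 whichever WT LPS sample was left out. Jun was at 66.9 ± 3.56 and 79.9 ± 51.7 TPM, and Fos at 21.8 ± 2.62 and 14.6 ± 10.1 TPM, differences within the spread of the WT samples, though Fos passed over all genes without WT LPS replicate 2.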

Although *NF-κB* and *MAPK* are often mentioned in relation to pro-inflammation, both transcriptional factors can also play a role in anti-inflammatory processes [37,38].

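For OXPHOS, 54 tested nuclear genes of the respiratory chain and ATP synthase were taken by name, and for mTORC1 a list of 80 tested genes. The plots of Figure 4D are labelled as LPS-treated against untreated cGAS-/- cells, and that comparison was computed beside the one of cGAS-/- with WT cells after LPS. Between cGAS-/- and WT cells with LPS, the OXPHOS list had a median log2 fold change of 0.55, with 74.1% of its genes higher in cGAS-/- (camera adjusted p = 0.728). The median was 0.35 above that of all tested genes. By fgsea the list had a normalized enrichment score of 1.65 and was called. The result rested on WT LPS replicate 3. Without it the median was −0.23 and the list was called as lower, and without WT LPS replicate 1 it was 1.10 and called as higher. With weights per sample, chosen after the data were seen, the median was −0.21 and called as lower. Between LPS-treated and UT cGAS-/- cells, the OXPHOS median was 0.00 with 51.9% of the genes higher (camera adjusted p = 0.103), and 0.31 and called with TMM factors. With any 1 sample left out it lay between −0.008 and 0.022, below 0 without cGAS-/- LPS replicate 2 or 3 or UT cGAS-/- replicate 2. The mTORC1 list had a median of 0.73 between cGAS-/- and WT cells with LPS, with 90.0% of its genes higher in cGAS-/- (camera adjusted p = 1.56e-09), and 0.44 and called without WT LPS replicate 3. Between LPS-treated and UT cGAS-/- cells its median was 0.31 (camera adjusted p = 2.98e-07), a call that fry did not make.

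**Figure D1:**
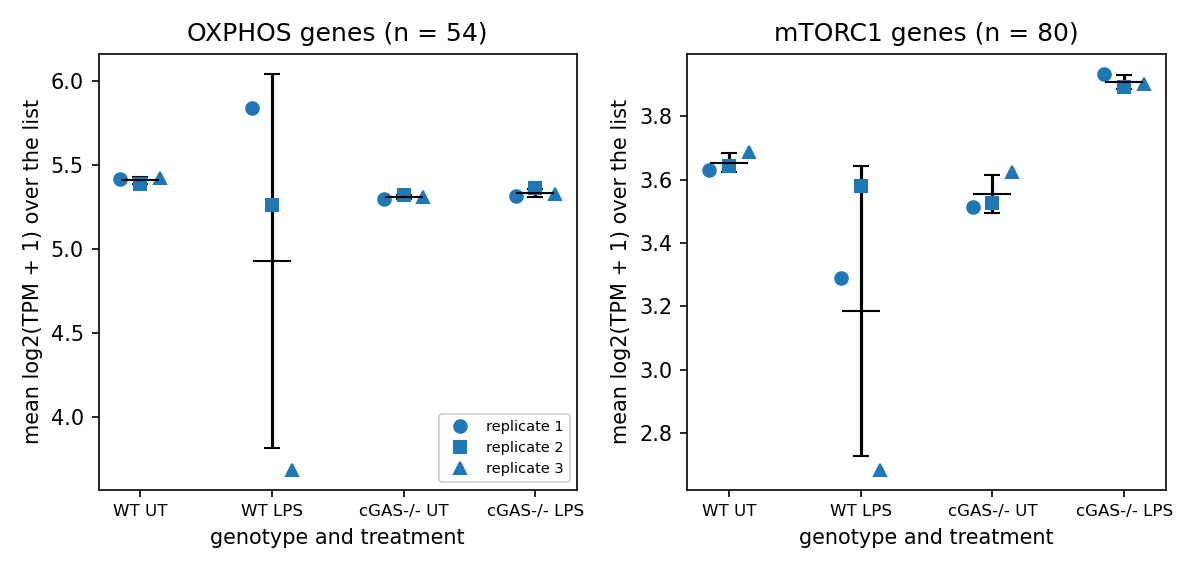
Mean of log2(TPM + 1) over the OXPHOS list (54 genes) and the mTORC1 list (80 genes) in each of the 12 samples, by genotype and treatment. Symbols are replicates, horizontal lines means and bars SDs (n = 3). WT LPS replicate 3 lies at 3.69 for OXPHOS, below the other 11 samples at 5.26 to 5.84.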

Subsequently, the gene set enrichment analysis (GSEA) revealed enrichment of oxidative phosphorylation (OXPHOS) and mTORC1 pathways, indicating the significant up-regulation of genes related to both pathways in LPS-treated cGAS^−/−^ BMDMs compared to LPS-treated WT BMDMs (Figure 4D). Notably, OXPHOS is associated with the energy use of M2 macrophage polarization, and glycolysis is more closely related to M1 macrophage polarization [39,40], while the mTORC1 pathway is correlated with cell metabolism and protein synthesis, perhaps due to the M2 polarization. Hence, the absence of a functional DNA sensor in cGAS^−/−^ macrophages demonstrated some impacts not only on viral infection (IRF pathway) but also on LPS activation, possibly due to the presence of mitochondrial DNA in the cytosol after LPS induction [41].

### 2.3. cGAS Restricts Macrophages to M1-like Subtype

To further determine the function of macrophage polarization, the transcriptomic analysis using the MacSpectrum, a bioinformatic tool for predicting macrophage subtypes [42], was performed. Indeed, the LPS-treated cGAS^−/−^ BMDMs were positioned closer to an M2-like phenotype, in contrast to LPS-treated WT BMDMs that were closer to the M1-like phenotype (Figure 5A). 

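MacSpectrum was not run, so lists of M1 and M2 marker genes were compared. With LPS, 20 tested M1 genes had a median log2 fold change of 0.33 between cGAS-/- and WT cells, with 60.0% higher in cGAS-/- (camera adjusted p = 0.14, and called by fry). Without the genes that the study names, the median was 0.07. It was 0.04 without WT LPS replicate 3 and 0.78 without WT LPS replicate 2. The 20 tested M2 genes had a median of 0.08 and a mean of −0.05, and camera gave the direction as lower (adjusted p = 0.18). The M2 median was −0.39 without WT LPS replicate 3, where it was called as lower, −0.31 with weights per sample, −0.16 with TMM factors and −0.08 with quantile normalization. The mean of log2(TPM + 1) over the M1 list was 4.49, 4.95 and 3.64 in the WT LPS samples and between 5.09 and 5.20 in the cGAS-/- LPS samples.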

Then, further in vitro experiments were performed to support the data from the transcriptomic analysis. As such, supernatant cytokines (TNF-α, IL-6, and IL-10) (Figure 5B,D), along with the expression of the *NF-κB* transcriptional factor of cGAS^−/−^ BMDMs, were lower than in WT (Figure 5E). Additionally, more prominent M1 macrophage polarization in WT BMDMs compared with cGAS^−/−^ cells was also indicated through the upregulated, *IL-1β* approximately 14-fold higher than LPS-activated cGAS^−/−^ cells (but not *iNOS*) using polymerase chain reaction (PCR) (Figure 6A,B) and the elevated CD80 (2.3-fold higher than cGAS^−/−^ cells) and CD86 (1.5-fold higher than cGAS^−/−^ cells) by flow cytometry analysis (Figure 6C,D). Among M2 macrophage polarization parameters, only *Arg-1* (Figure 6F), but not other parameters (*Fizz*, *TGF-β*, CD163, and CD206) (Figure 6E,G–J), was more prominently upregulated in LPS-stimulated cGAS^−/−^ BMDMs than in the WT. Notably, in comparison with the control, LPS-activated WT BMDMs demonstrated M1 polarization, as indicated by elevated *IL-1β*, *iNOS*, CD80, and CD86 (Figure 6A–D) without an alteration in M2 macrophage polarization parameters (Figure 6E–I). Because mitochondrial injury might be a source of DNA that stimulates cGAS in LPS-activated macrophages, as previously reported in the cGAS^−/−^ neutrophils [13], mitochondrial DNA (mtDNA) was measured. As such, supernatant mtDNA and fluorescent MitoTracker Red (the molecule that binds to the intact mitochondrial membrane) in LPS-treated BMDMs were lower than the control without the differences between cGAS^−/−^ and WT cells (Figure 7A,B). The extracellular flux analysis (the cell energy status) was also determined by oxygen consumption rate (OCR) (mitochondrial stress test) and extracellular acidification rate (ECAR) (glycolysis stress test) (Figure 7C,D). Indeed, there was a more prominent reduction and elevation of maximal respiration and glycolysis capacity, respectively, in LPS-activated WT macrophages compared with the cGAS^−/−^ cells (Figure 7E,F). These data indicated a similar LPS-induced mitochondrial injury between cGAS^−/−^ and WT cells; however, WT macrophages respond to the DNA more strongly than cGAS^−/−^ macrophages. In parallel, supernatant citrullinated histone 3 (CitH3) (Figure 7G) and macrophage extracellular traps (METosis) (Figure 7H) in LPS-activated WT BMDMs were more prominent than in cGAS^−/−^ cells (Figure 7I), supporting the more prominent inflammatory response of WT macrophages than the cGAS^−/−^ cells. Hence, LPS similarly damages mtDNA in both cGAS^−/−^ and WT cells, but the responses to mtDNA in WT cells were prominent enough to dominantly induce METosis. These findings supported that cGAS deletion promotes less predominant pro-inflammation in macrophages.

## 3. Discussion

Less prominent severity of sepsis in cGAS^−/−^ mice than in the WT was demonstrated in catheter-induced sepsis and LPS injection models, partly through the less severe macrophage responses, as supported by RNA sequencing analysis and other parameters.

### 3.1. Sepsis-Induced Mitochondrial Injury and the Less Prominent Catheter-Induced Sepsis and LPS Injection Models in cGAS^−/−^ Mice Compared with WT

Sepsis is an overwhelming response against microbes, regardless of the organismal causes [43], due to the similar responses against several PAMPs and DAMPs [44]. In catheter-induced sepsis, cGAS^−/−^ mice demonstrated lower serum cytokines and liver injury than WT with a similar burden of infection (bacteremia, endotoxemia, neutrophilia, and cell-free DNA). Notably, biofilms in the catheters are an important bacterial reservoir that can resist the washing step of the procedure (see method) and cause sepsis, as previously mentioned [23]. Meanwhile, cGAS^−/−^ mice demonstrated a better survival rate in the lethal LPS injection model. Hence, the lower severity of sepsis in cGAS^−/−^ mice than in WT might be due to the less prominent immune responses against the infection, especially the responses by macrophages, which are one of the major immune cells responsible for sepsis severity [45]. Although there might be potential off-target effects from other immune cell populations in cGAS^−/−^ mice different from the more myeloid cell-specific knockout model (e.g., LysM-Cre-driven cGAS deletion), macrophages are important immune cells responsible for sepsis [46], and studies in cGAS^−/−^ mice (an easier gene-manipulated model) can be used as proof-of-concept studies. As such, cGAS is one of the pattern recognition receptors that recognize DNA in the cytosol, which might be DAMPs, mitochondrial DNA (mtDNA), host DNA, or PAMPs (bacterial and viral DNA) (despite the prokaryotic DNA characteristics, mitochondria are organelles of eukaryotic cells) [47]. In sepsis, mitochondrial injury is possible through various conditions, including reactive nitrogen/oxygen species, overwhelming mitophagy, and impaired mitochondrial membrane permeabilization, while the exposure of mtDNA in the cytosol enhances inflammation by triggering several main signaling pathways, including toll-like receptors (TLR), NOD-like receptors, and cGAS [32]. Due to the presence of mtDNA in the cytosol, the activation of cGAS after mitochondrial damage is one of the important signaling pathways. Indeed, cGAS facilitates M1 pro-inflammatory macrophage polarization in various disease models, including myocarditis [48], lupus [19], and hepatitis B viral infection [49]. In sepsis, the M1 pro-inflammatory response is one of the underlying mechanisms inducing sepsis-induced systemic inflammatory response syndrome and septic shock, while the blockage of M1-polarized macrophages and the deviation of macrophage functions toward more M2 anti-inflammatory macrophages might be beneficial [6]. Although several pathways induce M1 macrophage polarization, cGAS is one of the interesting receptors that recognize the damage of DNA. Indeed, impacts of DNA damage in sepsis are increasingly mentioned as serum cell-free DNA is currently used as a severity and prognostic biomarker of sepsis [44]. However, serum cell-free DNA during sepsis is a combination of DNA from the host cells, mitochondria, and organisms (the translocation of bacterial DNA from the gut into the blood circulation is possible through the natural spontaneous DNA digestion into the smaller pieces of the DNA) [50]. Despite a small fraction of mtDNA in the serum cell-free DNA, the presence of mtDNA in the cytosol of macrophages during sepsis significantly induced systemic inflammation. Then, our data supported a possible beneficial effect of cGAS inhibitors [51] and/or the manipulation of macrophage polarization [5,52,53] as an adjuvant anti-inflammatory drug for Gram-negative bacterial sepsis. More studies are warranted.

### 3.2. Macrophage Anti-Inflammatory Direction in cGAS^−/−^ Compared with WT Cells

Because cGAS is the receptor for DNAs, particularly for host genomic DNA and mtDNA, which are among the important damage-associated molecular patterns (DAMPs) that alert innate immunity to the possible infection in the body [50]. In response to these DAMPs, macrophages (or monocytes) recognize these DNAs, which are translocated from the regular sites of the cell (nuclei and mitochondria), and transform from the naïve macrophages (M0) into pro-inflammatory macrophages (M1) [48]. The limitation of macrophages in transforming into pro-inflammatory cells in cGAS^−/−^ mice tips the balance of the immune responses toward more anti-inflammatory stages than the regular responses that might affect several conditions. From our in vitro results, the anti-inflammatory direction of cGAS^−/−^ macrophages against LPS was indicated by the reduction in several parameters, including supernatant cytokines, *NF-κB* transcriptional factor, M1 polarization (down-regulated *IL-1β* and decreased CD80 and CD86), and METosis, with an elevation in *Arg-1* (an enzyme involved in M2 anti-inflammatory macrophage polarization). 

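In the resting state 218 genes, and with LPS 281 genes, differed between genotypes at an adjusted p under 0.05 whatever the size of the change (limma). In both treatments and in the same direction, 35 genes did so. On simulated data with each condition's own spread, 41.6% of such genes were unchanged ones with LPS, against 1.09% in UT cells. The LPS count can thus hold many unchanged genes, and the 2 counts are not to be compared. The LPS effect itself was past both thresholds for 514 genes in WT cells (170 higher and 344 lower) and for 416 in cGAS-/- cells (231 higher and 185 lower), with 243 genes in common, all in the same direction. TMM factors gave 292 higher and 139 lower in WT, and 276 higher and 125 lower in cGAS-/- cells. In WT cells there were 224 higher and 219 lower without WT LPS replicate 3, and 825 genes without WT LPS replicate 2. TMM factors moved the median log2 fold change of all genes from −0.46 to −0.05 in WT and from −0.20 to 0.00 in cGAS-/- cells.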

The transcriptomic analysis demonstrated an obvious difference between cGAS^−/−^ and WT macrophages in either the resting state or after LPS activation (Figure 4B,C). In the untreated resting state, the WT macrophages demonstrated higher expression of several genes encoding the enzymes for cell proliferation (thymidine kinase and aurora kinase A) [54,55] and DNA replication (DNA topoisomerase) [3,56], indicating the possible limitation on cell proliferation of cGAS^−/−^ macrophages, at least in some conditions. 

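A list of 53 tested cell cycle genes had a median log2 fold change of −1.05 between UT cGAS-/- and UT WT cells, with 1.89% of them higher in cGAS-/- (camera adjusted p = 1.31e-75), a call that holds under fry and with the correlation estimated. The mean of log2(TPM + 1) over the list was between 2.48 and 2.52 in the UT WT samples and between 1.31 and 1.35 in the UT cGAS-/- samples. The list kept its direction and call under all 28 alternative settings. Aurka, for aurora kinase A, which shares 25.0% of its sequence with Fam210b, was at 2.62 ± 0.265 TPM (SD, n = 3) in UT WT and 0.672 ± 0.185 in UT cGAS-/- cells, a log2 fold change of −1.12 (limma adjusted p = 0.0044, lower in 3 of 3 samples). With LPS the median of the list was −0.02 and its mean 0.01 between genotypes.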

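After LPS, Lad1 was at 3.73 ± 0.132 TPM (SD, n = 3) in cGAS-/- and 0.202 ± 0.236 TPM in WT macrophages, with 1 WT sample listed at 0. Ppm1n was at 2.84 ± 1.56 and 0.162 ± 0.147 TPM. The LPS effect of Marco exceeded that in WT cells by 4.01 on the log2 scale (limma interaction term, adjusted p = 2.88e-04), that of Mmp9 by 5.34 (adjusted p = 9.49e-04) and that of Vnn3 by 2.68 (adjusted p = 0.00484).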

With LPS stimulation, cGAS^−/−^ macrophages showed several upregulated genes compared with WT, including the pro-inflammatory genes (*IL6* and *IL12*), anti-inflammatory genes (*Lad* and *Ppm*) [57,58], and the genes with uncertain pro- or anti-inflammation (*Marco*, *Mmp9*, and *Vnn*) [59,60,61]. 

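Ctnnb1, which encodes β-catenin (chromosome 9 of GRCm39, 120757422 to 120789579), was at 11.4 ± 0.174 TPM (SD, n = 3) in LPS-treated cGAS-/- and 19.6 ± 12.8 in LPS-treated WT macrophages. Its log2 fold change was −0.51 (standard error 0.40, limma adjusted p = 0.484), −1.05 without WT LPS replicate 1, −0.04 without WT LPS replicate 3 and 0.08 with weights per sample. Within cGAS-/- cells, the log2 fold change with LPS was −0.92 (limma adjusted p = 0.18), called by adjusted p with weights per sample, from the 6 samples compared and without WT LPS replicate 1 or 3. Arid5a was at 0.389 ± 0.0688 and 0.596 ± 0.51 TPM, and the difference lay within the spread of the WT samples, with a log2 fold change of −0.15 that was −0.43 without WT LPS replicate 3 and 0.06 without WT LPS replicate 2.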

Although LPS more prominently upregulated the *Il6* and *NF-κB* genes in cGAS^−/−^ macrophages than in WT, the elevation of several molecules, such as *β-catenin* (a suppressor of ARID5A, a protein that stabilizes *Il6* mRNA) [62,63], might explain the discrepancy between upregulated *Il6* mRNA and the lower secreted IL-6 at the protein level. Indeed, the discrepancy between mRNA expression and protein level might be due to the different stability between mRNA and proteins (the shorter expression of mRNA with the more stable level of proteins) due to the discrepancy in various regulatory processes between RNA transcription and protein production [64,65]. Further studies with mRNA stability assays and/or protein degradation analyses [66,67] might be beneficial. Also, despite the generally pro-inflammatory roles of *NF-κB* transcriptional factors [68], anti-inflammatory effects from *NF-κB* might occur only in a few specific conditions [37,38].

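Figure 4C names 25 transcription factors, of which 18 were tested here by their own mRNA. The median size of their log2 fold change between genotypes was 0.17 in UT cells and 0.42 with LPS, and 14 of the 18 changed more with LPS. For all tested genes the median size was 0.18 and 0.38. By limma, 0 of the 18 had an adjusted p under 0.05 in either treatment, over all genes or adjusted over the list alone, and 1 in UT cells and 4 with LPS had an unadjusted p under 0.05. The test of whether the genotype difference changed with LPS gave 0 of 18, with 1 at an unadjusted p under 0.05.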

Despite the discrepancy, the estimated expression of transcription factor genes using bioinformatic tools also indicates slight differences between cGAS^−/−^ and WT macrophages in the untreated control conditions, and the differences were more prominent after LPS stimulation. Because the transcriptional factors are used for both pro- and anti-inflammation, it is difficult to predict the direction of macrophage responses (pro- versus anti-inflammation) through these transcriptional factors. However, the lower expression of *Irf* and *Stat* genes in cGAS^−/−^ than in WT macrophages might partly correlate with the less inflammatory responses of cGAS^−/−^ cells against LPS. 

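In UT cells, the log2 fold change between cGAS-/- and WT was −0.40 for Irf1, −0.02 for Irf2 and −0.43 for Stat2, with limma adjusted p = 1 for each. LPS raised Stat2 by 2.17 on the log2 scale in WT and by 2.39 in cGAS-/- cells. The difference between genotypes in the effect of LPS was 0.22 for Stat2 (limma interaction term, adjusted p = 0.818).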

Then, further analysis was used. Indeed, with the waterfall plots from the GSEA, OXPHOS and mTORC1 pathways are enriched in LPS-treated cGAS^−/−^ BMDMs (Figure 4D). 

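With the Reactome set of respiratory electron transport, of which 44 genes were tested, the median log2 fold change between LPS-treated cGAS-/- and WT cells was 0.55 (camera adjusted p = 0.569). Between LPS-treated and UT cGAS-/- cells it was −0.01 (camera adjusted p = 0.139). The difference between genotypes in the effect of LPS had a median of 0.68 for the OXPHOS list (camera adjusted p = 0.783) and 0.89 for the mTORC1 list (camera adjusted p = 3.49e-10, held under fry).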

An increase in OXPHOS after LPS activation has previously been mentioned in macrophages [40] and natural killer (NK) cells [69], while an enrichment of mTORC1 might be associated with protein synthesis during the macrophage polarization [70] and metabolic reprogramming [71]. The inhibition of mTORC1 reduced OXPHOS and cytokine production in NK cells [72,73], and mTORC1 enhances glycolysis and subsequently induces mitochondrial biogenesis [74].

In support of a broader metabolic link between innate immune sensing and immune modulation, recent evidence demonstrates that STING activation enhances the pentose phosphate pathway (PPP) by stabilizing transketolase (TKT), thereby amplifying antiviral immune responses through metabolite-mediated signaling cascades [75]. While our data do not directly interrogate PPP involvement in bacterial sepsis, this finding aligns with our observation of increased OXPHOS activity and suggests that similar metabolic shifts may shape inflammatory polarization in macrophages through the cGAS-STING axis. In M2 macrophage polarization, glycolysis is not strictly required as long as the OXPHOS pathway remains intact [76]. Thus, both OXPHOS and mTORC1 enhancement here possibly supported the more prominent anti-inflammatory macrophages of cGAS^−/−^ BMDMs compared with WT. Notably, LPS did not induce M2 polarization in cGAS^−/−^ BMDMs but rather deviated the responses toward more anti-inflammatory characteristics compared with LPS-stimulated WT cells, as indicated by the incomplete elevation of M2 parameters (only on the MacSpectrum output and elevated *Arg-1* but not by other factors). As such, the mTORC1 enrichment may prime LPS-treated cGAS^−/−^ BMDMs for the OXPHOS-mediated cell activities with the synthesis of several proteins [77]. The more prominent OXPHOS in LPS-induced cGAS^−/−^ macrophages over WT cells was also supported by the extracellular flux analysis (Figure 7E). It is interesting to note that previous studies have shown that cGAS activation promotes mTORC1 signaling and M1-like responses [70]. In the current study, the deletion of cGAS in macrophages also elevated mTORC1 more than the WT macrophages with intact cGAS receptors after LPS stimulation. However, these cGAS-deficient macrophages exhibited less prominent M1-polarized characteristics, as demonstrated by upregulated *Arg-1*, an energy shift away from the glycolytic phenotype (Figure S3), and an increased OCR/ECAR ratio (Figure S4) compared to the WT cells. In addition to mTORC1, Akt is also important in M2 polarization. Overexpression of Akt in constitutively active mTORC1 BMDMs induces *Arg-1*, *Fizz-1*, *Mgl2*, and *Mgl1* [77]. Moreover, attenuation of STING augments Akt signaling activation, as demonstrated in breast cancer cells [78]. Taken together, these studies suggest that cGAS deletion may promote Akt activation and induce M2 polarization despite mTORC1 activation. Future studies in macrophages are required.

Nevertheless, more severe impairment of mitochondrial function (as shown by extracellular flux analysis) in LPS-treated cGAS^−/−^ macrophages compared with WT was previously demonstrated [12]. Although the damage to mtDNA after LPS activation in cGAS^−/−^ macrophages and WT was not different, as indicated by mtDNA expression and the MitoTracker Red assay (Figure 7A,B), the responses to these mtDNA in cGAS^−/−^ macrophages were lower than the WT cells, as demonstrated by the less prominent M1 macrophage polarization parameters (Figure 6). Because of the importance of cell energy toward macrophage polarization and other pro-inflammatory activities [79], METs (another interesting pro-inflammatory function) were explored. 

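Stat2 was at 25.4 ± 1.45 TPM (SD, n = 3) in LPS-treated cGAS-/- and 31.6 ± 15.0 in LPS-treated WT macrophages, and Irf2 at 11.6 ± 1.48 and 10.6 ± 4.15 TPM. These differences lay within the spread of the WT samples.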

The lower expression of *Irf* and *Stat* in cGAS^−/−^ than WT macrophages might be partly responsible for the lower METs in cGAS^−/−^ cells, as both genes can induce METs with several downstream activators [80,81]. Likewise, mitochondrial injury and impaired OXPHOS might also alter METs [82], and the reduced OXPHOS in cGAS^−/−^ macrophages compared with WT might cause the lower METs in cGAS^−/−^ cells. Nevertheless, the study on METosis (cell death from METs) in sepsis is still lacking, and the data on the role of METs in the clinical setting of sepsis are still too limited. Although it is still unclear if METosis improves or worsens the conditions of sepsis [80], the different levels of METosis between WT and cGAS^−/−^ macrophages after LPS induction imply the involvement of the cGAS pathway in METs. Notably, both CitH3 and METosis are the general inflammatory responses resulting from the downstream signaling of several pathways (e.g., cGAS, TLR, and inflammasome), and the different levels of both parameters between cGAS^−/−^ and WT mice imply that cGAS is one of these pathways inducing CitH3 and METosis. Because the inducers of cGAS receptors are cytosolic DNA, both mtDNA and host DNA can activate cGAS [83]. With more prominent LPS-induced mitochondrial stress in WT macrophages than cGAS^−/−^ cells (Figure 7), mtDNA may be the important cGAS inducer supporting previous publications [84]. Future experiments with DNase treatment and/or exogenous cGAMP rescue might provide a more definitive conclusion rather than the current suggestive assumption.

In conclusion, we demonstrated proof of concept that damaged DNA in sepsis might enhance systemic inflammation through the cGAS receptor. Although cGAS is a sensor of cytosolic DNA, the deletion of cytosolic DNA by cGAS in macrophages induced several alterations compared with the WT cells, especially after LPS stimulation. The anti-inflammation of cGAS^−/−^ macrophages compared with WT implies the possible use of cGAS inhibitors in sepsis. More studies are warranted.

Several limitations must be mentioned. First, the systemic ablation of cGAS mice may also affect other innate and adaptive immune cells. The potential contribution of these cell types to the observed phenotypes has not been examined in this study. More studies on these topics would be valuable. Second, the use of cGAS^−/−^ mice, with a deficiency of the cGAS gene in all cells, not only in the macrophages, does not fully support the importance of the cGAS gene in the macrophages. Employing the LysM-Cre system to achieve targeted deletion of cGAS only in macrophages would provide a more direct approach to investigate the function of cGAS in catheter-associated inflammation. Third, the in vitro experiments were performed using macrophages from the bone marrow, but not the injured organs (liver and kidney). While bone marrow-derived macrophages represent systemic inflammatory responses, they might be different from macrophages isolated from the internal organs (the resident macrophages) [85]. Fourth, the use of a cGAS inhibitor was not performed, partly due to the limitation of the inhibitor, which shows less effective blockage of cGAS functions compared with cGAS^−/−^ mice. More experiments using effective cGAS inhibitors would be valuable.

## 4. Materials and Methods

### 4.1. Animals and Animal Model

The procedure and protocol for animal study were adapted from the United States National Institutes of Health (NIH) animal care and use protocol. It was approved by the Institutional Animal Care and Use Committee of the Faculty of Medicine, Chulalongkorn University (SST 025, 2563). Wild-type C57BL/6J (WT) mice were purchased from Nomura Siam (Pathumwan, Bangkok, Thailand), and cGAS knockout (cGAS^−/−^) mice in a C57BL/6J background were kindly provided by Professor Søren Riis Paludan (Aarhus University, Aarhus, Denmark). Only male 8-week-old mice, weighing approximately 20–22 g, housed in standard clear plastic cages (3–5 mice per cage) with free access to water and food (SmartHeart Rodent; Perfect Companion Pet Care, Bangkok, Thailand) in light/dark cycles of 12/12 h in 22 ± 2 °C, with 50 ± 10% relative humidity and thick paper stripes for environmental enrichment, were used.

The catheter-induced sepsis model using the *P. aeruginosa*-containing catheter, following our previous protocol, was performed as previously described [23,86]. Briefly, a clinical, isolated strain of *Pseudomonas aeruginosa* from a blood sample of patients (pneumonia-induced septicemia) in the King Chulalongkorn Memorial Hospital (Bangkok, Thailand) with informed consent was obtained, and the same strain was used in all the experiments. Notably, the isolated *P. aeruginosa* was confirmed by the regular procedure of the hospital using Gram stain, standard conventional biochemical tests, and the commercial kits, including VITEK^®^2 and VITEK^®^MS (bioMérieux, Marcy-l’Étoile, France). Then, the bacteria were grown in Tryptic Soy broth (TSB) (Oxoid Ltd., Basingstoke, Hampshire, England) for 24 h at 37 °C, resuspended in phosphate buffered saline (PBS; pH 7.4), adjusted to the turbidity of 0.5 McFarland standard per 1 mL PBS (approximately 1 × 10^8^ CFU/mL) in TSB, and incubated at 37 °C for 4 h on 6-well plates (5 mL of TSB/well) with 25 mm segments of polyurethane catheter (NIPRO, Ayutthaya, Thailand). Subsequently, the catheters were washed with PBS and subcutaneously implanted onto the mouse flank on both sides under isoflurane anesthesia. In the control group, the catheters were processed with the same procedure as the infected catheter without bacterial resuspension using sterile TSB and washed with PBS before subcutaneous insertion. At 5 days after catheter insertion, mice were sacrificed with sample collection by cardiac puncture under isoflurane anesthesia. Blood was mixed with 3% volume by volume (*v*/*v*) of acetic acid in a ratio of 1:20 for red blood cell lysis before counting with a hemocytometer, and the total number of these cells was calculated by the total count from a hemocytometer multiplied by the percentage of cells from the Wright-stained blood slide. Additionally, blood bacterial abundance (bacteremia) was determined by direct spreading mouse blood onto blood agar plates (Oxoid, Hampshire, UK) in serial dilutions and incubating at 37 °C for 24 h before colony enumeration. Serum was measured for serum creatinine (renal injury) and liver enzymes (aspartate transaminase and alanine transaminase) with QuantiChrom Creatinine (DICT-500), EnzyChrom Aspartate Transaminase (EALT-100), and EnzyChrom Alanine Transaminase (EALT-100) (Bioassay, Hayward, CA, USA). On the other hand, serum cytokines and endotoxin (LPS) were determined by enzyme-linked immunosorbent assay (ELISA) (Invitrogen, Carlsbad, CA, USA) and the Limulus amebocyte lysate test (Associates of Cape Cod, East Falmouth, MA, USA), respectively, while cell-free DNA (cfDNA) was measured by Quanti PicoGreen assay (Sigma-Aldrich).

For further support of the different sepsis severity between cGAS^−/−^ and WT mice, the lethal dose of lipopolysaccharides (LPS) was used [30]. As such, intraperitoneal (IP) injections of 25 mg/kg LPS from *Escherichia coli* 026:B6 (Sigma-Aldrich, St. Louis, MO, USA) were performed. Mice were sacrificed at 3 h post-LPS injection by cardiac puncture under isoflurane anesthesia, while some mice were monitored for 48 h for survival analysis.

### 4.2. Flow Cytometry Analysis

Flow cytometry analysis was performed according to the previously published protocol [87]. Single-cell suspension of 1 × 10^6^ splenocytes was stained with surface antibodies (Biolegend, San Diego, CA, USA), including anti-F4/80 (clone BM8; cat. 123110), anti-CD80 (clone 16-10A1; cat. 104706), anti-CD86 (clone PO3; cat. 105128), anti-CD163 (clone S15049l; cat. 155320), anti-IAb (clone AF6-120-1; cat. 116406), anti-CD11b (clone M1/70; cat. 101228), anti-Ly6g (clone 1A8; cat. 127608), and anti-Gr-1 (clone RB6-8C5; cat. 108412), for 20 min in the dark. In addition, Fixable Viability Dye eFlour^TM^ 780 (Invitrogen) was used for excluding dead cells. After fixation, antibody-labeled splenocytes were permeabilized for 10 min and incubated with anti-CD206 (clone C068C2; cat. 141708, Biolegend), which acted as an intracellular antibody, for 30 min in the dark. Isotype controls were used for each antibody to determine the gate. Then, 30,000 stained cells were acquired per sample and gated on live cells using a FACS LSR II cytometer (BD Biosciences, Franklin Lakes, NJ, USA) with FlowJo version 10 (Ashland, Wilmington, DE, USA). The flow cytometry results were demonstrated in the percentage of the interested cells, and the absolute cell count could be calculated using the percentage of cells multiplied by 30,000.

### 4.3. The Transcriptomic Analysis

Bone marrow-derived macrophages (BMDMs) from WT and cGAS^−/−^ mice were generated [88] before the in vitro activation as previously described [18]. Briefly, LPS (150 ng/mL of *E. coli* 026:B6 LPS) (Sigma-Aldrich, St. Louis, MO, USA) or media control was added for 24 h before the analysis of supernatant and cells, as previously published [12]. For transcriptome analysis, the macrophage RNA was extracted by the RNeasy Mini Kit (Qiagen, Hilden, Germany) and processed with the RNA library preparation and sequencing using Illumina NextSeq 500 at the Omics Sciences and Bioinformatics Center, Chulalongkorn University, Bangkok, Thailand [2]. The raw sequencing reads were mapped against the *Mus musculus* reference genome GRCm39. Reads were mapped and aligned with STAR [89]. Then, they were counted by Kallisto quantification [90]. All the sequence quality, mapping, alignment, and quantification were performed on the Galaxy platform [91]. After normalization, differentially expressed genes (DEGs) were retrieved using the edgeR [92] and limma [93] packages in R version 4.0.4. Analyses were conducted on triplicate samples. Genes were considered differentially expressed when the log2 fold-change was less than −2 or greater than 2 (representing down- or upregulation, respectively) and the BH-adjusted *p*-value was less than 0.05. The selected DEGs were clustered based on Euclidean distance and the Ward.D2 method. Thereafter, up-regulated DEGs selected from each macrophage group were analyzed for their function using gene set enrichment analysis (GSEA) [94] and gene sets from the MSigDB database [95]. The pathway activity was predicted using PROGENy and DoRothEA based on the transcriptomic profile [35,36]. The macrophage groups were classified into different macrophage subgroups using the bioinformatic tool MacSpectrum [42]. The RNA-seq data set is available at the GEO database (GSE284706).

### 4.4. The In Vitro Analysis

Supernatant cytokines (TNF-α, IL-6, and IL-10) and cyclic guanosine monophosphate–adenosine monophosphate (2′3′-cGAMP) were determined by ELISA (Invitrogen) and an assay from Cayman Chemical (Ann Arbor, MI, USA), respectively. Real-time quantitative reverse transcription polymerase chain reaction (qRT–PCR) was performed following a previous protocol using the total RNA prepared by Trizol, quantified by NanoDrop ND-1000 (Thermo Fisher Scientific, Waltham, MA USA), and converted into cDNA by Reverse Transcription System in SYBR Green system (Applied Biosystem, Foster City, CA, USA). The cDNA templates and target primers were analyzed by the ∆∆CT method (2^−∆∆Ct^) relative to the *β-actin* housekeeping gene. In parallel, mitochondrial enumeration was evaluated by mitochondrial DNA (mtDNA) using a tissue genomic DNA extraction mini kit (Favorgen Biotech, Wembley, WA, Australia) and NanoDrop ND-100 (Thermo Fisher Scientific), normalized by *β2-microglobulin* (*β2M*) as previously described [96]. Also, mitochondrial biogenesis was analyzed by MitoTracker assay with 200 nM of MitoTracker Red CMxROS (Molecular Probes, Inc., Eugene, OR, USA), which was incubated at 37 °C for 15 min before fixing with cold methanol at −20 °C and measured by microplate reader at excitation OD579 nm and emission OD599 nm, as previously described [96]. All of the primers used are listed in Table 1.

Additionally, extracellular flux analysis using Seahorse XFp Analyzers (Agilent, Santa Clara, CA, USA) was performed for the cell energy analysis [2,3,4]. In brief, the stimulated macrophages at 1 × 10^5^ cells/well were incubated in Seahorse media (DMEM complemented with glucose, pyruvate, and L-glutamine) (Agilent, 103575-100) for 1 h before activation by different metabolic interference compounds, including oligomycin, carbonyl cyanide-4-(trifluoromethoxy)-phenylhydrazone (FCCP), and rotenone/antimycin A, for OCR evaluation. In parallel, glycolysis stress tests were performed using glucose, oligomycin, and 2-Deoxy-d-glucose (2-DG) for ECAR measurement. The data were analyzed using Seahorse Wave 2.6 software based on the following equations: maximal respiration = OCR between FCCP and rotenone/antimycin A OCR after rotenone/antimycin A; and maximal glycolysis (glycolysis capacity) = ECAR between oligomycin and 2-DG ECAR after 2-DG. Moreover, macrophage extracellular traps (METs or METosis) were determined by supernatant citrullinated histone 3 (CitH3) using ELISA assay (Cayman Chemical) and immunofluorescent staining according to a previously published protocol [97]. Briefly, BMDMs (2.5 × 10^5^ cells) were placed on a coverslip, then stimulated with *E. coli* 026:B6 LPS (Sigma-Aldrich) or media before fixing with 4% paraformaldehyde in 1xPBS and blocking for 30 min. with 1xTBS with 2% bovine serum albumin. The extracellular trap (ET) formation was detected with rabbit anti-histone H3 in dilution 1:300 (Abcam, Cambridge, United Kingdom) with secondary antibody (goat anti-rabbit IgG conjugated Alexa Fluor 488) (Abcam Cambridge, United Kingdom), while DAPI (1 µg/mL) was used to detect the DNA and visualized by a fluorescence microscope (Olympus, Tokyo, Japan).

### 4.5. Statistical Analysis

The normality test to support the parametric characteristic of the data was performed by the Kolmogorov–Smirnov test (*p* value less than 0.05). Mean ± standard error of the mean (SEM) was presented using the one-way analysis of variance (ANOVA) followed by Tukey’s analysis for multiple group comparison or the Wilcoxon test for pairwise comparison. Analysis of the time-point data was determined by the repeated measures ANOVA. Survival analysis was performed using the log-rank test. All statistical analyses were performed using GraphPad Prism version 10.0 software (La Jolla, CA, USA), and a *p*-value of <0.05 was considered statistically significant.

## 5. Conclusions

In conclusion, cGAS^−/−^ mice with catheter-induced infection demonstrated similar burdens of infection (bacteremia and endotoxemia) but, surprisingly, less severe sepsis than WT (serum cytokines and liver enzymes). The transcriptomic analysis clearly indicated different responses against LPS between cGAS^−/−^ and WT macrophages, especially the upregulated genes for OXPHOS and mTORC1, which might lead to anti-inflammatory macrophages. 

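The effect of LPS differed between cGAS-/- and WT macrophages, past both thresholds, for 48 genes, 37 with a higher log2 fold change in cGAS-/- and 11 with a lower one (limma interaction term), whatever the size of the effect. The split was 25 and 24 with TMM factors and 24 and 24 with quantile normalization. Without WT LPS replicate 2 there were 212 genes, without WT LPS replicate 3 there were 79, without UT WT replicate 2 there were 30 and without UT cGAS-/- replicate 2 there were 29. A higher log2 fold change need not be a stronger response to LPS. Of 27 named genes with a higher one at an adjusted p under 0.05, 13 changed less with LPS in cGAS-/- than in WT cells. Mki67 was among these and hardly differed between genotypes after LPS.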

The blockage of cGAS and/or macrophage manipulation may represent promising strategies for sepsis treatment in certain contexts. Further studies are warranted.

## Figures and Tables

**Figure 1:**
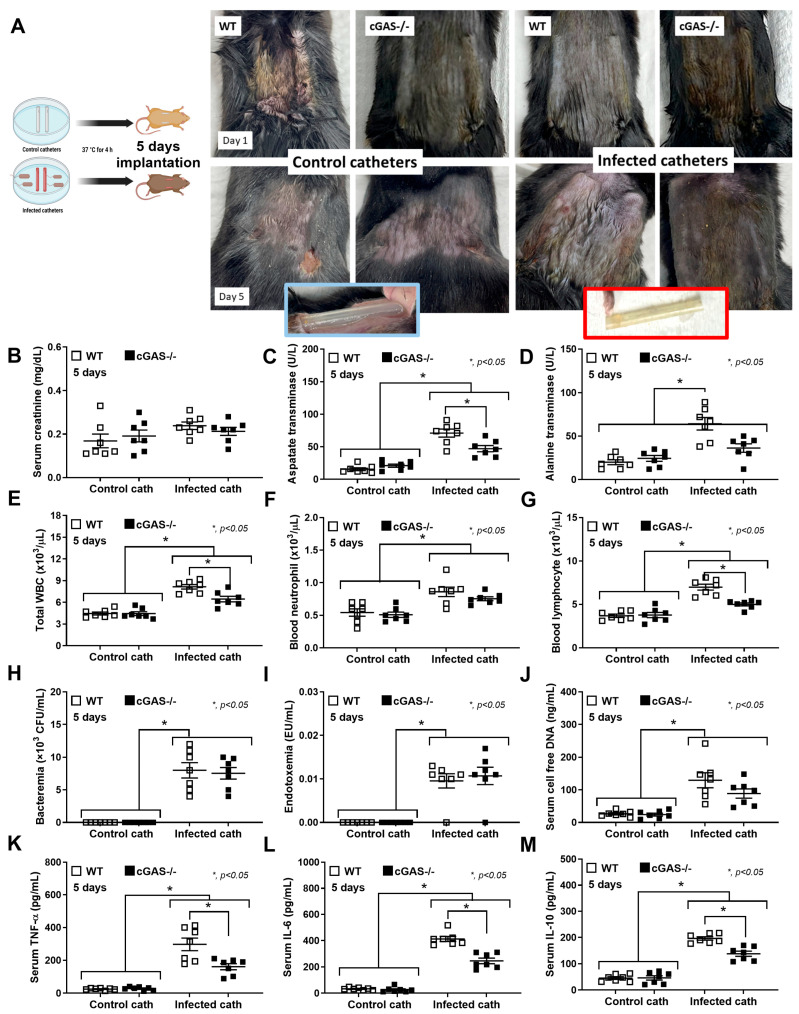
Severity of *P. aeruginosa*-infected catheter-induced sepsis model in WT and cGAS^−/−^ mice. (**A**) Schematic diagram of the sepsis model (left side) and the representative characteristics of the model (the pictures in the blue and red frames represent the clearer control catheters and the blue-green pus color of the infected catheters at 5 days of the models, respectively) (right side). Disease severity, as evaluated by (**B**) kidney injury (serum creatinine), (**C**,**D**) liver damage (serum aspartate transaminase and serum alanine transaminase), (**E**) total white blood cells (WBC), (**F**,**G**) blood neutrophil and lymphocyte count, (**H**) bacteremia, (**I**) endotoxemia, (**J**) cell-free DNA, and (**K**–**M**) serum cytokine levels (TNF-α, IL-6, and IL-10), is demonstrated (*n* = 7 per group as biological replication). The differences between groups were examined by one-way ANOVA followed by Tukey’s analysis; *, *p* < 0.05 indicates statistical significance between the paired groups. The cytokine levels are shown in Supplementary Table S1 (Upper table).

**Figure 2:**
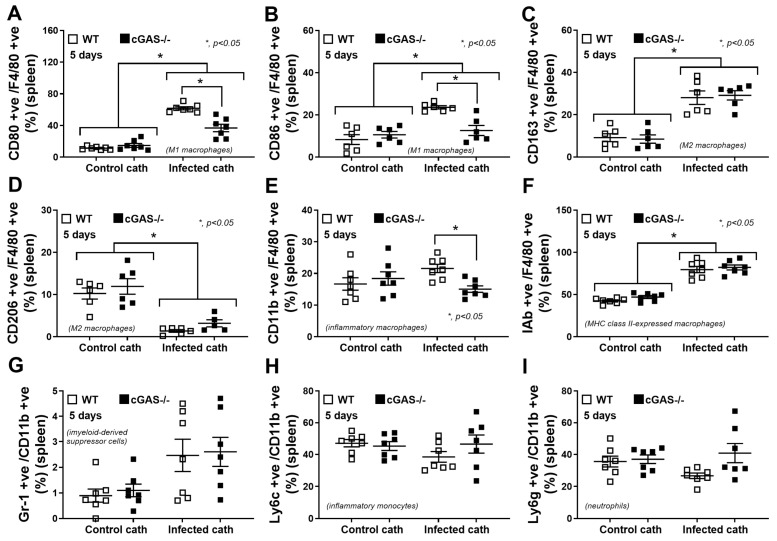
Flow cytometry analysis of splenocytes from WT and cGAS^−/−^ mice in the *P. aeruginosa*-infected catheter-induced sepsis model. (**A**,**B**) Macrophages were identified as F4/80-positive cells with M1 polarization (CD80 and CD86), (**C**,**D**) M2 polarization (CD163 and CD206), (**E**) inflammatory macrophage (CD11b), (**F**) MHC class II expression (IAb). Additionally, (**G**) myeloid-derived suppressor cells (Gr-1 and CD11b positive), (**H**) inflammatory monocytes (Ly6c and CD11b positive), and (**I**) neutrophils (Ly6g and CD11b positive) were analyzed (*n* = 7 per group as biological replication). The differences between groups were examined by one-way ANOVA followed by Tukey’s analysis; *, *p* < 0.05 indicates statistical significance between the paired groups. The gating strategy is shown in Supplementary Figure S1.

**Figure 3:**
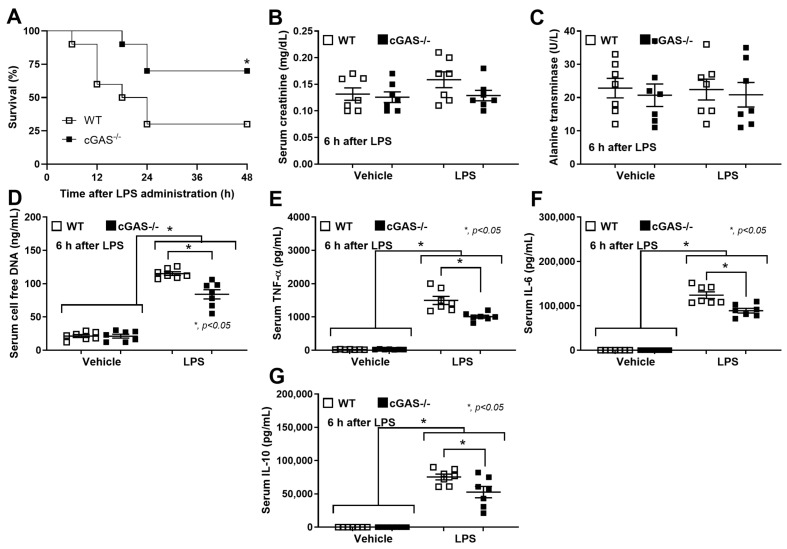
Severity of the LPS-induced sepsis model in WT and cGAS^−/−^ mice, as evaluated by (**A**) mortality, (**B**) kidney injury (serum creatinine), (**C**) liver damage (serum aspartate transaminase), (**D**) cell-free DNA, and (**E**–**G**) serum cytokine levels (TNF-α, IL-6, and IL-10) are demonstrated (*n* = 10 per group for survival analysis and *n* = 7 per group for other parameters as biological replication). The differences between groups were examined by one-way ANOVA followed by Tukey’s analysis; *, *p* < 0.05 indicates statistical significance between the paired groups. The cytokine levels are shown in Supplementary Table S1 (Lower table).

**Figure 4:**
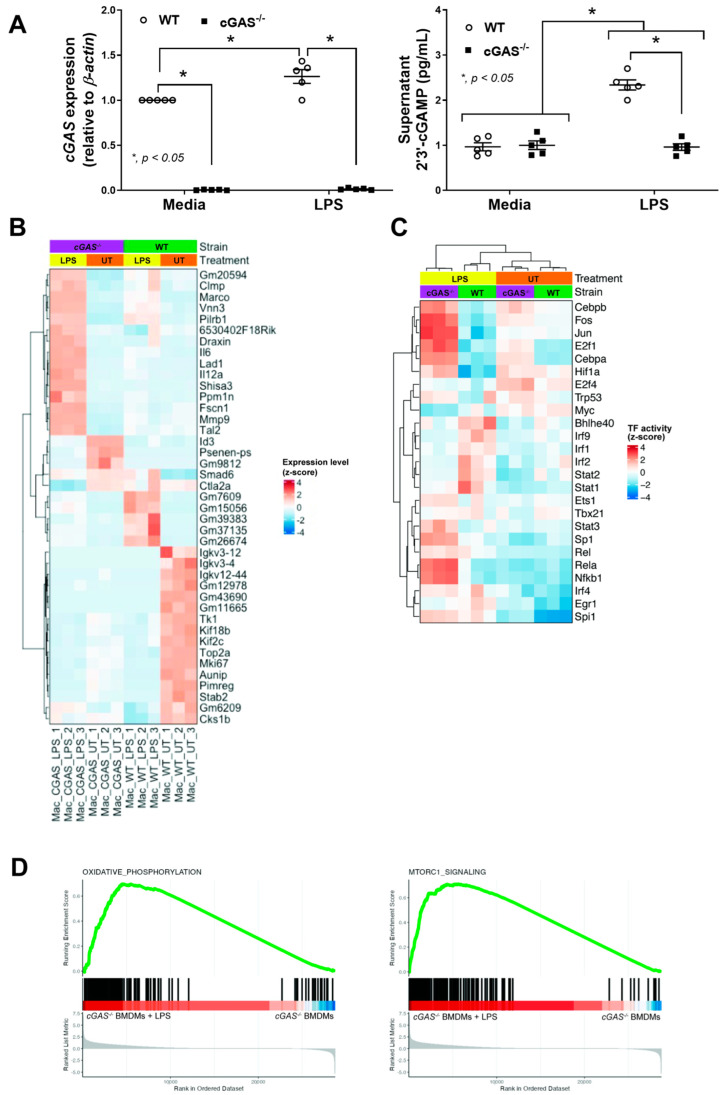
Transcriptomic profiling of wild-type (WT) and cGAS^−/−^ macrophages in the presence of lipopolysaccharide (LPS). (**A**) Gene expression level of *cGAS* and amount of secreted 2′3′-cGAMP, (**B**) heatmap of normalized gene expression level (z-score), (**C**) the predicted transcription factor (TF) activity based on gene expression profile, and (**D**) waterfall plots of selected pathways from gene set enrichment analysis (GSEA) are demonstrated (*n* = 3 per group as technical replicates). The differences between groups were examined by one-way ANOVA followed by Tukey’s analysis; *, *p* < 0.05 indicates statistical significance between the paired groups.

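Of the 41 genes read from Figure 4B, 41 were tested and 41 had the direction that the figure shows. With a log2 fold change beyond 2 and an adjusted p under 0.05, 15 were called, and from 5 to 29 across the other settings, with 29 at a pseudocount of 0.1, 13 with TMM factors and 8 from the 6 samples compared alone.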

**Figure 5:**
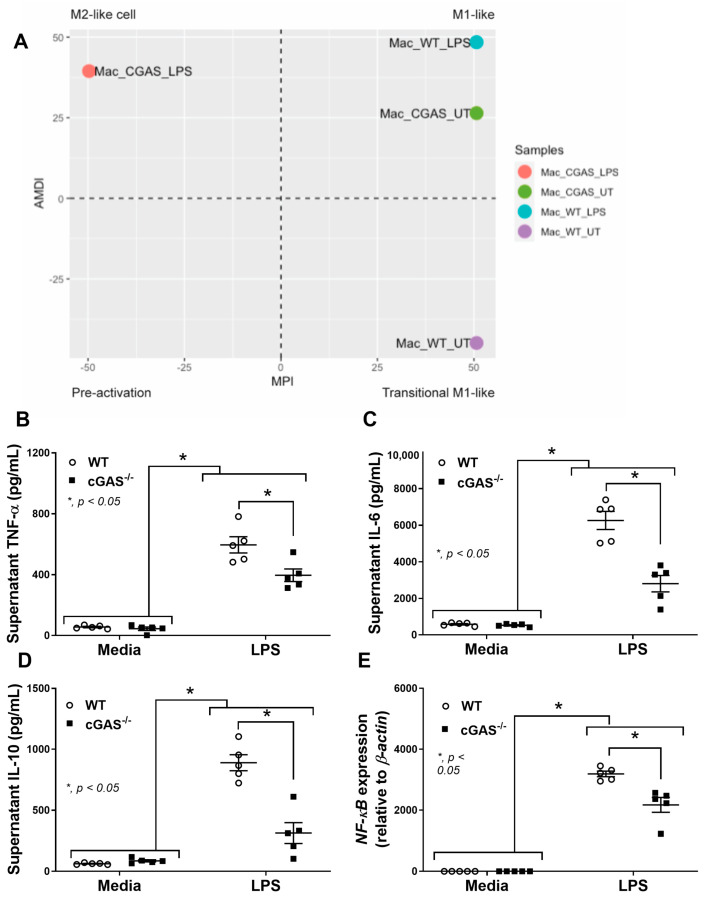
cGAS deletion leads to more anti-inflammatory characteristics of cGAS^−/−^ macrophages than wild-type (WT) in the presence of lipopolysaccharide (LPS). (**A**) Predicted macrophage subtype by bioinformatic tool (the MacSpectrum) based on gene expression profile of WT and cGAS^−/−^ BMDMs after LPS stimulation, (**B**–**D**) supernatant cytokines (TNF-α, IL-6, and IL-10), and (**E**) the expression of nuclear factor kappa B (*NF-κB*) transcriptional factor are demonstrated. The results are derived from the independently isolated experiments. The differences between groups were examined by one-way ANOVA followed by Tukey’s analysis; *, *p* < 0.05 indicates statistical significance between the paired groups.

**Figure 6:**
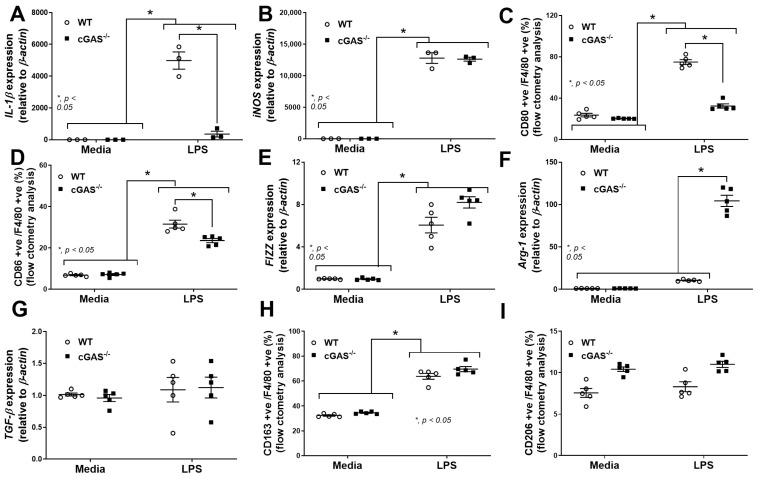
cGAS deletion leads to the M2-like phenotype in cGAS^−/−^ macrophages compared to wild-type (WT) in the presence of lipopolysaccharide (LPS). (**A**–**D**) The M1 macrophage polarization parameters, including gene expression of *IL-1β* and *iNOS* (using PCR) with the flow cytometry markers (CD80 and CD86 positive with F4/80), and (**E**–**I**) M2 macrophage polarization parameters, including *Fizz*, *Arg-1*, and *TGF-β*, with the flow cytometry markers (CD163 and CD206 positive with F4/80). The results are derived from the independently isolated experiments (technical replication). The differences between groups were examined by one-way ANOVA followed by Tukey’s analysis; *, *p* < 0.05 indicates statistical significance between the paired groups. The gating strategy is shown in Supplementary Figure S2.

**Figure 7:**
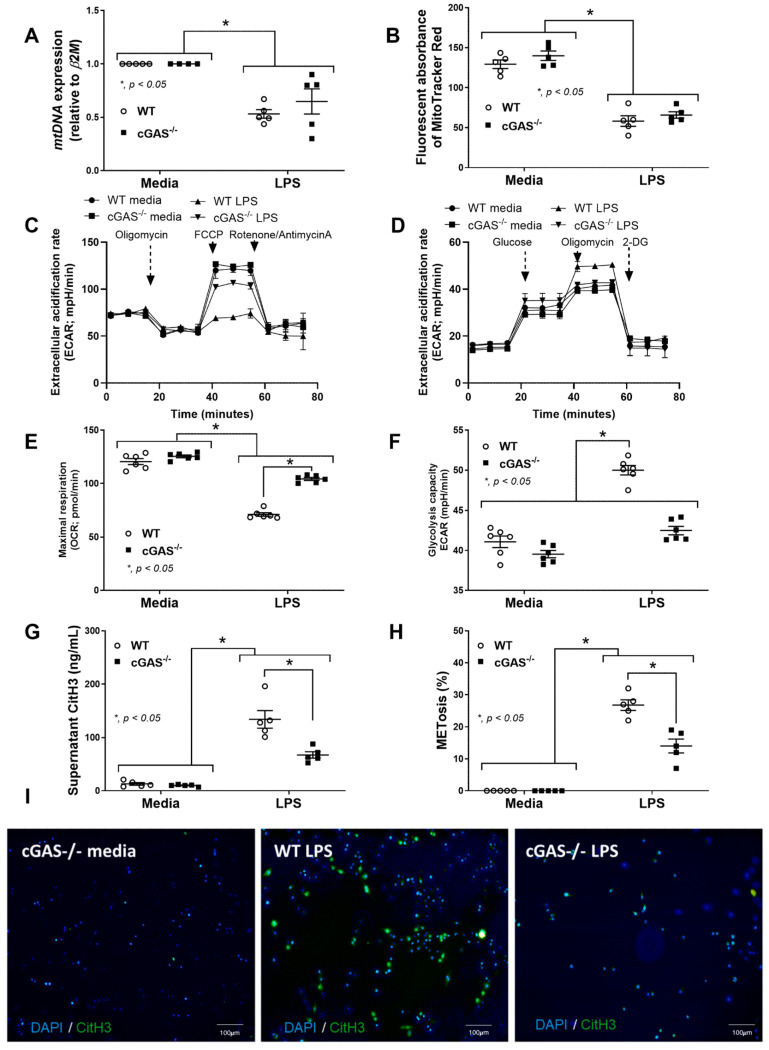
cGAS deletion leads to similar mitochondrial DNA (mtDNA) damage but lower macrophage extracellular traps (METs) in cGAS^−/−^ macrophages compared to wild-type (WT) in the presence of lipopolysaccharide (LPS). (**A**) The mitochondrial DNA (mtDNA), (**B**) mitochondrial damage (MitoTracker red), (**C**) oxygen consumption rate (OCR) (as determined by a mitochondrial stress test), (**D**) extracellular acidification rate (ECAR) (determined by a glycolysis stress test), (**E**,**F**) graphical presentation of maximal respiration and maximal glycolysis, and (**G**) METosis parameters, using supernatant citrullinated histone 3 (CitH3), as well as (**H**,**I**) percentage of the fluorescent stained CitH3-positive cells (green colors) with the representative pictures, are demonstrated. The results are derived from the independently isolated experiments (technical replication). The differences between groups were examined by one-way ANOVA followed by Tukey’s analysis; *, *p* < 0.05 indicates statistical significance between the paired groups; the METs of WT with media are not shown due to the same negative CitH3 staining between WT and cGAS^−/−^ with media control; blue color, DNA stained using 4′,6-diamidino-2-phenylindole (DAPI).

**Table 1:** List of primers in the study.

Primers		Sequences	Accession Number
Cyclic GMP–AMP synthase (*cGAS*)	Forward	5′-ATGTGAAGATTTCGCTCCTAATGA-3′	KC294567.1
	Reverse	5′-GAAATGACTCAGCGGATTTCCT-3′	
Nuclear factor kappa B (*NF-κB*)	Forward	5′-CTTCCTCAGCCATGGTACCTCT-3′	M61909.1
	Reverse	5′-CAAGTCTTCATCAGCATCAAACTG-3′	
Interleukin-1β (*IL-1β*)	Forward	5′-GAAATGCCACCTTTTGACAGTG-3′	NM_008361.4
	Reverse	5′-TGGATGCTCTCATCAGGACAG-3′	
Inducible nitric oxide synthase (*iNOS*)	Forward	5′-ACCCACATCTGGCAGAATGAG-3′	AF427516.1
	Reverse	5′-AGCCATGACCTTTCGCATTAG-3′	
Resistin-like molecule-α (*Fizz-1*)	Forward	5′-GCCAGGTCCTGGAACCTTTC- 3′	AF323082.1
	Reverse	5′-GGAGCAGGGAGATGCAGATGA-3′	
Arginase-1 (*Arg-1*)	Forward	5′-CTTGGCTTGCTTCGGAACTC-3′	NM_007482.3
	Reverse	5′-GGAGAAGGCGTTTGCTTAGTTC-3′	
Transforming growth factor (*TGF-β*)	Forward	5′-CAGAGCTGCGCTTGCAGAG-3′	AH003562.3
	Reverse	5′-GTCAGCAGCCGGTTACCAAG-3′	
Beta-actin *(β-actin)*	Forward	5′-CGGTTCCGATGCCCTGAGGCTCTT-3′	NM_007393.5
	Reverse	5′-CGTCACACTTCATGATGGAATTGA-3′	
Mitochondrial DNA (*mtDNA*)	Forward	5′-CGTACACCCTCTAACCTAGAGAAGG-3′	PV231059.1
	Reverse	5′-GGTTTTAAGTCTTACGCAATTTCC-3′	
β2-microglobulin (*β2M*)	Forward	5′-TTCTGGTGCTTGTCTCACTGA-3′	NM_009735.3
	Reverse	5′-CAGTATGTTCGGCTTCCCATTC-3′	

## Data Availability

The data are contained within the article.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms26115069/s1.

# Supplementary material for: Cyclic GMP-AMP Synthase (cGAS) Deletion Promotes Less Prominent Inflammatory Macrophages and Sepsis Severity in Catheter-Induced Infection and LPS Injection Models
**Source:** Int J Mol Sci. 2025 May 24;26(11):5069. doi: 10.3390/ijms26115069
**Supplement:** Supplementary file 1

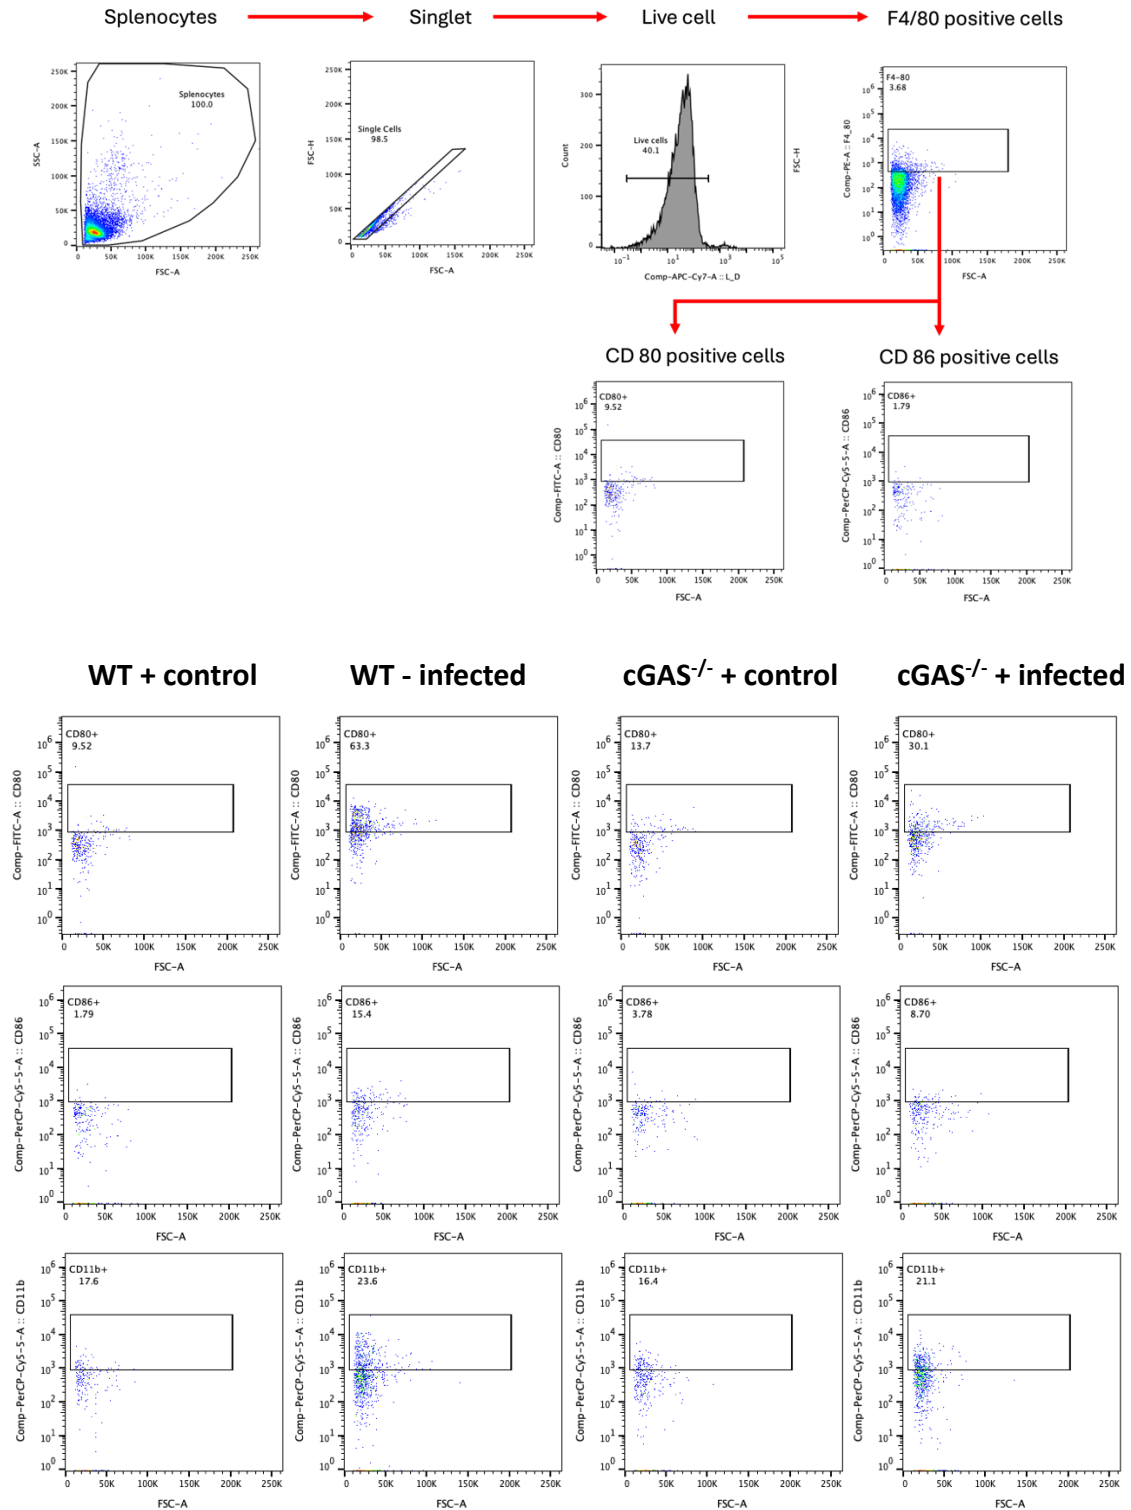

**Figure S1.** Flow cytometry gating strategy (upper panel) and representative positive cell populations (lower panel) of splenocytes from WT and *cGAS*<sup>-/-</sup> mice in a *P. aeruginosa*-infected, catheter-induced sepsis model.

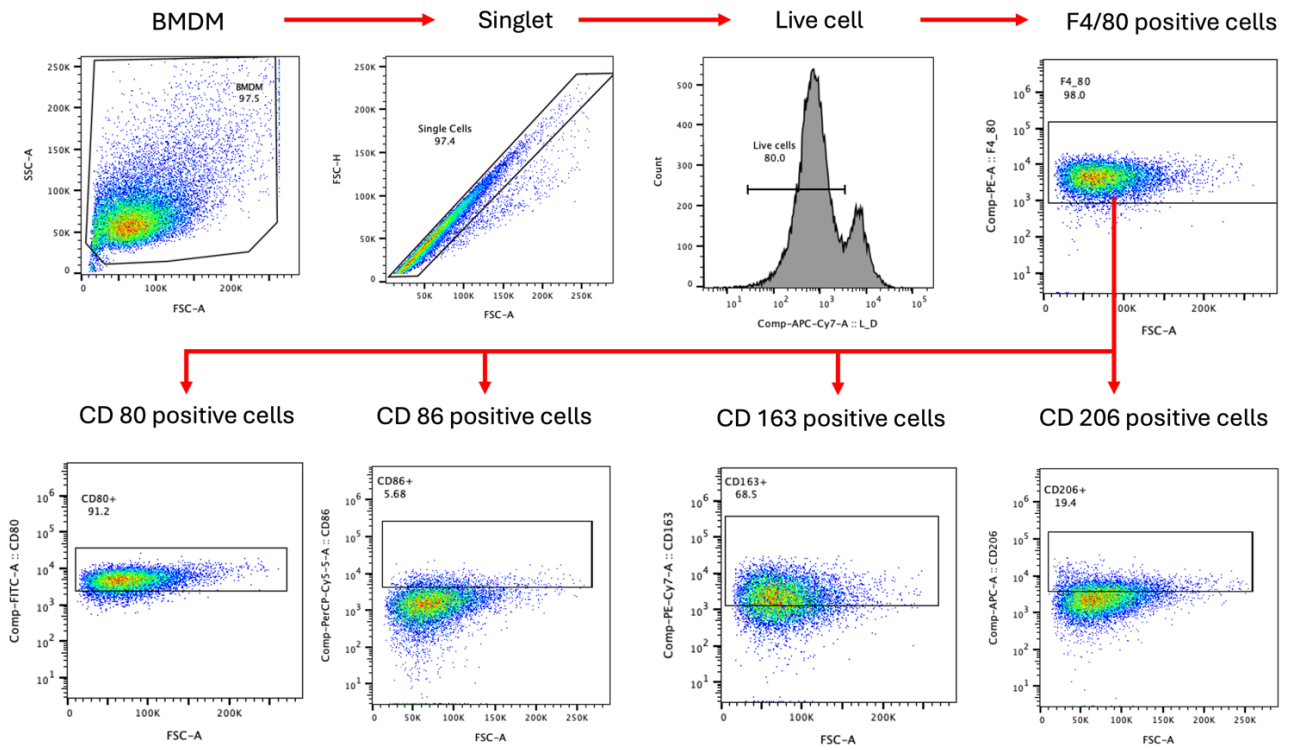

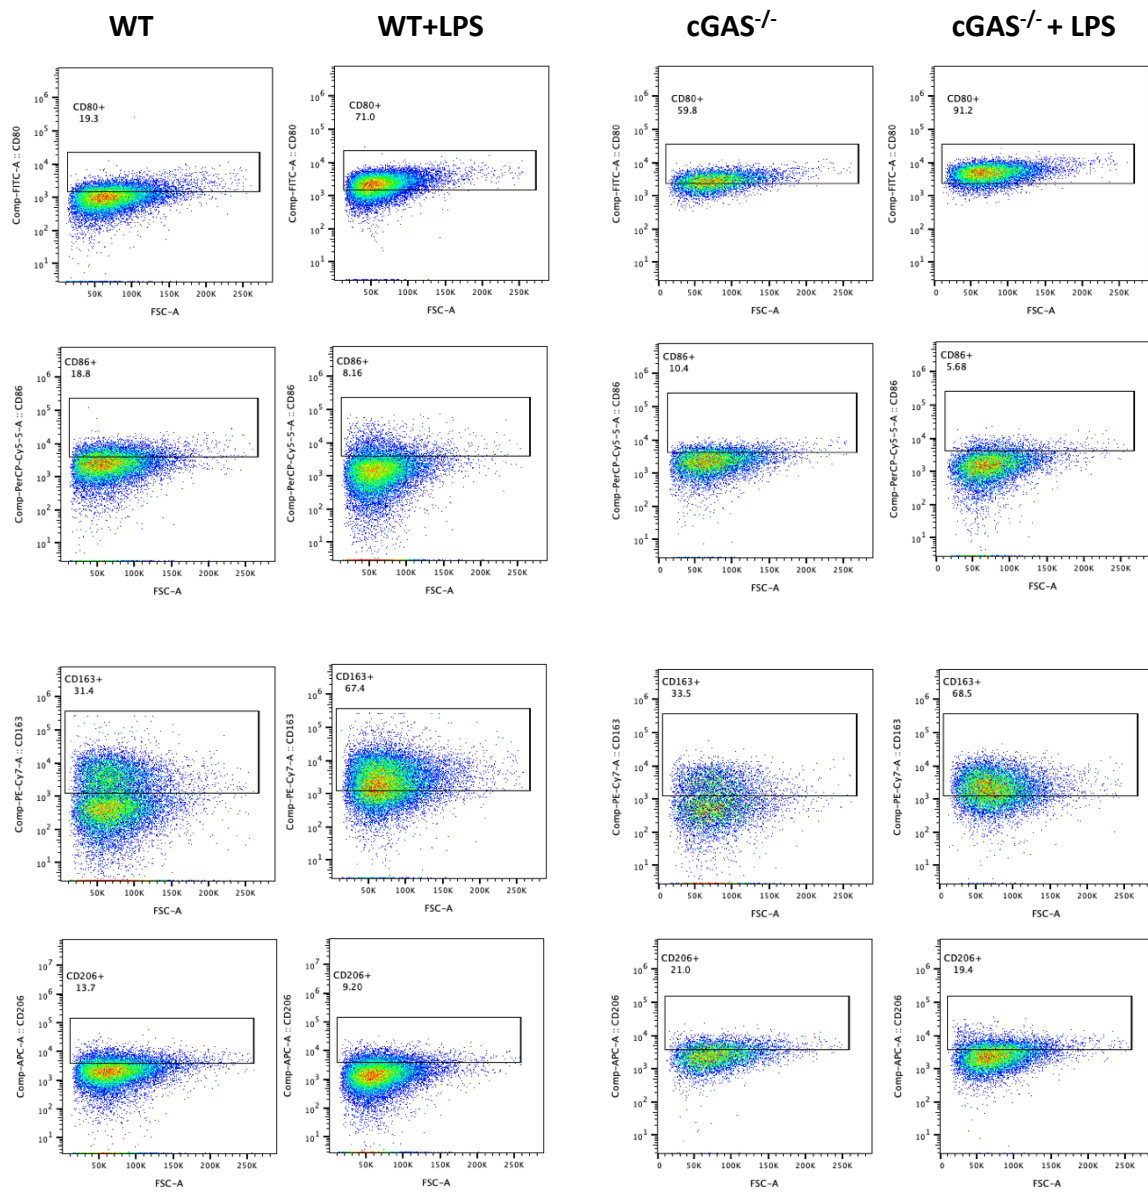

**Figure S2.** Flow cytometry gating strategy (upper panel) and representative expression of macrophage polarization markers (lower panel) in bone marrow-derived macrophages (BMDMs) from WT and *cGAS*<sup>-/-</sup> mice treated with LPS.

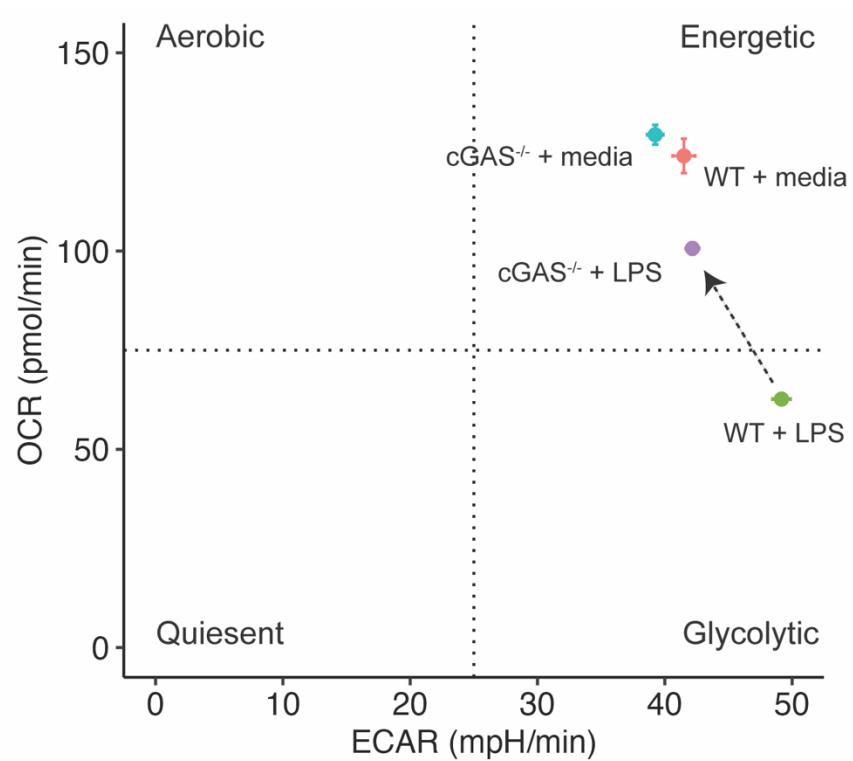

**Figure S3.** Bioenergetic profiles of wild-type (WT) and cGAS knockout (cGAS<sup>-/-</sup>) bone marrow-derived macrophages (BMDMs) treated with media control or LPS. Data shown are the mean  $\pm$  SEM ( $n = 6$  biological replicates). Arrow indicates a shift of bioenergetic phenotype of BMDMs when cGAS is attenuated in LPS-treated condition.

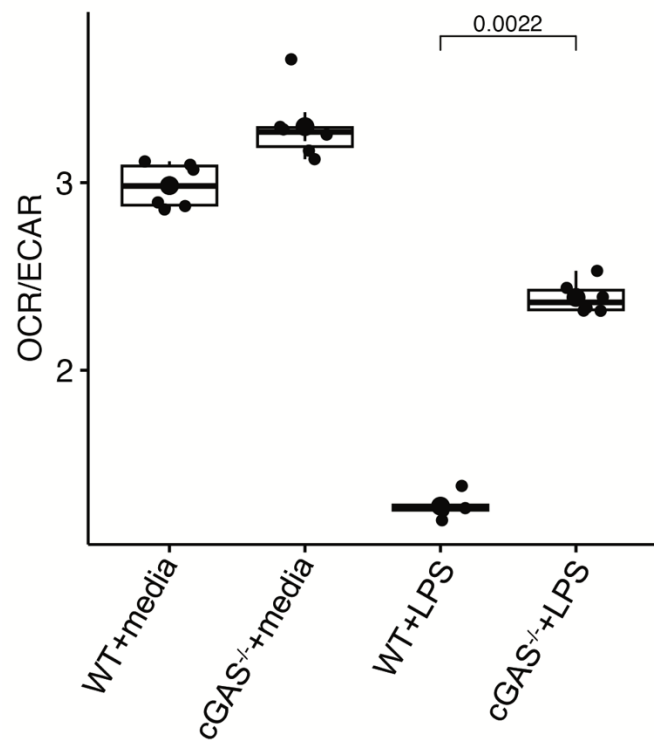

**Figure S4.** Ratio of OCR and ECAR of wild-type (WT) and cGAS knockout (cGAS<sup>-/-</sup>) bone marrow-derived macrophages (BMDMs) after treatment with media control or LPS. The statistical significance of the difference between groups is determined by Wilcoxon test.

|                             | Control catheter |                     | Infected catheter |                     |
|-----------------------------|------------------|---------------------|-------------------|---------------------|
|                             | WT               | cGAS <sup>-/-</sup> | WT                | cGAS <sup>-/-</sup> |
| Serum TNF- $\alpha$ (pg/mL) | 25 $\pm$ 2       | 28 $\pm$ 4          | 352 $\pm$ 73      | 161 $\pm$ 16        |
| Serum IL-6 (pg/mL)          | 33 $\pm$ 4       | 27 $\pm$ 8          | 413 $\pm$ 16      | 246 $\pm$ 18        |
| Serum IL-10 (pg/mL)         | 46 $\pm$ 4       | 48 $\pm$ 7          | 175 $\pm$ 18      | 109 $\pm$ 38        |

|                             | Vehicle    |                     | LPS                 |                     |
|-----------------------------|------------|---------------------|---------------------|---------------------|
|                             | WT         | cGAS <sup>-/-</sup> | WT                  | cGAS <sup>-/-</sup> |
| Serum TNF- $\alpha$ (pg/mL) | 21 $\pm$ 2 | 24 $\pm$ 3          | 1,698 $\pm$ 105     | 1,009 $\pm$ 38      |
| Serum IL-6 (pg/mL)          | 32 $\pm$ 4 | 29 $\pm$ 8          | 124,229 $\pm$ 6,478 | 89,200 $\pm$ 4,507  |
| Serum IL-10 (pg/mL)         | 49 $\pm$ 8 | 52 $\pm$ 10         | 75,386 $\pm$ 3,795  | 52,786 $\pm$ 7,340  |

Data presented with mean  $\pm$  standard error

**Table S.1** Serum cytokine levels in WT and cGAS<sup>-/-</sup> mice from a *P. aeruginosa*-infected, catheter-induced sepsis model (upper table) and an LPS-induced sepsis model (lower table)

How the deposited data were processed for this re-analysis (not part of the article)

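The samples were 12 RNA-seq libraries of mouse bone marrow-derived macrophages, 3 for each of WT UT, WT LPS, cGAS-/- UT and cGAS-/- LPS. The authors mapped the reads to GRCm39 with STAR, quantified them with Kallisto and compared groups with edgeR and limma. The values that the authors deposited were taken as TPM averaged over the transcripts listed for a gene symbol. Among genes with 14 or more digits, 66.7% of the values became short decimals when multiplied by a whole number from 2 to 60, as an average over transcripts gives, against 3.98% of randomly changed values. The columns do not sum to a common total. The number of reads is unknown, so no interval for counting error is given. The table holds 38739 symbols, and 36562 of them match the GENCODE annotation of GRCm39. None of the annotated protein-coding genes of chromosome 13 after E430024I08Rik is listed, and beyond chromosome 13 only Dnaaf6 is, so 65.8% of annotated protein-coding genes are covered by current symbol.

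Genes with at least 1 TPM, after rescaling each sample to a common total for the filter only, in at least 3 of 12 samples were kept, which left 11887. Values were taken as log2(TPM + 1), and fold changes on this scale understate the change of genes with low values. Limma 3.58.1 in R 4.3.3 was fitted with a mean per condition over all 12 samples, with moderated variances that follow a trend with the mean level. Genes were called at a Benjamini-Hochberg adjusted p under 0.05 and a log2 fold change beyond 2 in either direction, the thresholds of the methods. Comparisons were cGAS-/- against WT with LPS and in UT cells, LPS against UT in each genotype, and the difference between the last pair (the interaction term). The comparisons, lists, named genes and most alternative settings were chosen before the data were examined. Figure 4B and 4C had been seen by then.

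Gene lists for IRF and STAT targets, NF-κB targets, early AP-1 targets, mTORC1, OXPHOS, proliferation, M1 and M2 markers, immediate early and late LPS genes, and markers of B cells, neutrophils, erythroid cells and macrophages were written from general knowledge, since MSigDB, DoRothEA, PROGENy and MacSpectrum were not at hand. They were tested with limma's camera at a correlation of 0.01, adjusted over all lists and comparisons. Fry, camera with an estimated correlation and fgsea 1.28.0 were alternatives. Distances between samples were compared by an exact permutation test. Named genes are those that the paper's text and Figures 4B and 4C name, genes of its PCR, flow cytometry and ELISA with some related ones, and in each comparison the 5 called genes with the largest rise and the 5 with the largest fall whose samples do not overlap. Transcripts were compared with one another by blastn 2.17.0.

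The fit was tested on simulated data of 11887 genes with 200 changed by 3 on the log2 scale. With one spread for all conditions, 87.5% of the changed genes were called in the LPS comparison of genotypes, and 4.37% of the genes with an adjusted p under 0.05 were unchanged ones. With each condition's own spread, 41.6% were unchanged ones in that comparison and 42.9% in LPS against UT in WT cells, against 1.09% in the UT comparison of genotypes and 0 in LPS against UT in cGAS-/- cells. Among genes past both thresholds, the shares were 12.3% and 11.2% in the first pair of comparisons. With weights per sample, 7.22% and 4.49% of the genes with an adjusted p under 0.05 were unchanged ones. From the 6 samples compared, the shares were 10.6% and 7.36%. The equal-weight fit, fixed in advance, was kept as the main one. Calls that involve the WT LPS samples are to be read with these shares as a guide only. The simulated noise was independent between genes and held no single deviating sample such as WT LPS replicate 3. From the 6 samples compared, 76% of the changed genes were called in the simulated LPS comparison of genotypes, whereas the real data gave 5 genes. The share of unchanged genes among the real calls can therefore differ.

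Alternatives were pseudocounts of 0.1 and 5, no filter and a stricter filter of 5 TPM, TMM factors, quantile normalization, the 6 samples compared alone, a replicate block, no trend, adjusted p alone, limma's treat, and each sample left out in turn. Sample weights (limma's gene-by-gene method, since its REML method did not converge and gave other weights), protein-coding genes only and rescaling to a common total were added after the data were seen. No tool for counts was run, since the values are TPM. Lists of dendritic cells, T and NK cells, mitochondrially encoded OXPHOS genes and sex genes were not used here, because too few of their genes are covered or tested. One gene that the paper's text names is not reported here.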

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

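The tests of ribosomal RNA, of genes beside Cgas and Ifi202b, of shared sequence, and of WT LPS replicate 3 and of the spread of the WT LPS samples behind the interaction were chosen after the result was seen, as were the inclusion of the split with swapped LPS labels and the splits with the average genotype effect taken out.

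The effect of LPS differed between cGAS-/- and WT macrophages for 48 genes past both thresholds, by a test of the difference itself. Of 200 ways to split the genotypes within each treatment, 100 were used, and 2 gave as many genes. One is the real split. The other keeps the UT labels and swaps the LPS labels, so that the genotype effects are added where the real split subtracts them, and it gave 142 genes. The highest of the other 98 gave 31. These splits also break the genotype effect that both treatments share, so this count does not decide on chance. With the genotype effect averaged over both treatments, as estimated from these samples, subtracted from each gene, the real split gave 47 genes and the highest of the other 98 gave 2. The swapped split was left out, since the subtraction makes it 0, and splits near it are held low in part. Thus 1 of 99 splits gave as many, which argues against chance among these libraries only. The test was added after the first count was seen, and its subtracted effect was estimated with the real labels. If the samples are technical replicates, it leaves chance between mice or cultures open. Without WT LPS replicate 3, 39 of the 48 genes were past both thresholds again and 48 kept their direction, which argues against that sample as the whole source. The larger spread of the WT LPS samples as the whole source is argued against, in part, by a weight per condition taken from its variance, 0.193 for the WT LPS samples. With it 77 genes were past both thresholds and 48 of the 48 were again. A weight per condition leaves the fold changes as they are, so only the adjusted p could fail, and it does not model a single deviating sample. With weights per sample, 61 genes passed and 38 of the 48 did again. Weights per sample depended much on how limma estimates them, so they do not decide. In simulated data with such a spread, 6.51% of the calls of this comparison were unchanged genes, so the spread stays open for part of the 48. A biological effect of cGAS on the LPS response remains possible, as a hypothesis from the data it was found in.

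Among the lists, the median of the difference between the LPS effects was 0.99 for NF-κB targets, 0.89 for mTORC1, 1.19 for proliferation, 0.43 for M1 markers and 0.74 for late LPS genes. The camera adjusted p was under 0.05 for each. NF-κB, mTORC1 and proliferation hold under fry, and proliferation alone holds with an estimated correlation. The median over all genes was 0.27, and 0.05 with TMM factors. The proliferation value follows from the UT difference, since this list hardly differed between genotypes after LPS.

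Of 99 named genes tested, 36 had an adjusted p under 0.05 for that difference, 27 of them with a higher log2 fold change with LPS in cGAS-/- cells. For 13 of these 27 the LPS effect itself was smaller in size in cGAS-/- cells, such as Mki67, which fell by 0.87 on the log2 scale in cGAS-/- and by 3.01 in WT cells. Many were named because the study picked them from these samples. The difference in log2 fold change was 4.01 for Marco, 2.68 for Vnn3, 2.14 for Pilrb1, 1.46 for Draxin, 3.14 for Il6, 2.00 for Lad1, 1.96 for Il12a, 2.19 for Shisa3, 1.77 for Ppm1n, 2.04 for Fscn1, 5.34 for Mmp9, 2.22 for Tal2, 2.86 for Gm20594 and 2.05 for Il1a. Among genes with a large UT difference, it was −3.77 for Id3, −4.33 for Psenen-ps, −1.89 for Smad6, −3.36 for Id1 and −2.63 for Gm43712. It was −1.52 for Ctla2a, −2.81 for Gm7609, −3.25 for Gm15056 and −2.57 for Gm26674. Genes higher in UT WT cells had positive differences, with 2.28 for Igkv12-44, 1.93 for Gm12978, 2.17 for Gm43690, 1.13 for Gm11665, 1.38 for Tk1, 1.18 for Kif18b, 2.31 for Top2a, 2.14 for Mki67, 2.03 for Aunip, 1.19 for Pimreg, 0.91 for Stab2, 2.06 for Gm6209 and 1.77 for Cks1b.

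Genes outside those the paper discusses were among the largest changes. Between LPS-treated cGAS-/- and WT cells, the log2 fold change was 4.71 for Snora41, 3.50 for Idi1-ps1, 3.35 for Gm13597, −8.91 for Gm12895, −7.77 for Ifi202b, −7.48 for Gm10800, −4.90 for Ccl8 and −4.76 for Mir6236. In UT cells it was 3.38 for Id1, 2.57 for Gm43712, −7.06 for Gm10800, −5.62 for Ifi202b, −5.49 for Gm10718, −5.01 for Gm10801 and −4.67 for Gm10721. For genes listed at 0 in a whole group, such as Snora41, Gm12895, Gm10718 and Gm10801, these values depend on the 1 that was added to TPM and are no bounds. The adjusted p under 0.05 was lost for Snora41 under 14 of 23 alternative settings, for Gm13597 under 7, for Idi1-ps1 under 6 and for Gm10721 in UT cells under 12, and with LPS under 1 each for Gm12895 and Mir6236 of 23 and for Ccl8 of 24.

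With LPS in WT cells, the log2 fold change was 8.36 for Ccl5, 7.80 for Saa3, 6.24 for Slfn4, 6.16 for Ccl12, 6.12 for Slfn1, −6.31 for Rps27a-ps3, −5.37 for Atp6v0d2, −5.31 for Pcp4l1, −5.12 for Mmp12 and −5.01 for Lpl. In cGAS-/- cells it was 9.04 for Saa3, 8.24 for Ccl5, 7.02 for Il1a, −6.19 for Pcp4l1, −5.36 for Atp6v0d2, −5.22 for Cd5l, −4.95 for Gm11382 and −4.76 for Nptx1. Rps27a-ps3 matches Rps27a at 99.8% identity and was listed at 0 in WT LPS replicates 1 and 3, so its fall is uncertain.

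Psenen-ps, Gm12895, Idi1-ps1 and Gm13597 differed between genotypes. All 4 match another gene at 99% or more over most of their length, so reads shared with that gene cannot be told apart from a change of their own. Snora41 lies within an Eef1b2 transcript and was listed at 0 in every WT sample and in 1 UT cGAS-/- sample. Gm43712 matches Eef1b2 at 98.3%. No biological explanation was tested for these genes.

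Mir6236 and genes of the Gm10800 family were higher in WT than in cGAS-/- samples in both treatments, Mir6236 by 25.1 times in UT cells. Genomic DNA in the WT libraries cannot be excluded. The sum of the olfactory receptor genes was 1.20 times higher in UT WT cells, without overlap of the samples, and 1.08 times with LPS, where they overlapped. Less selection of polyadenylated RNA cannot be excluded either, since the classes went different ways. In UT cells, WT over cGAS-/- was 0.845 for snoRNA and 1.33 for snRNA genes, with overlap, and 1.30 for histone genes, without overlap. With LPS it was 0.622 for snoRNA genes, without overlap, and 0.937 for snRNA and 1.69 for histone genes, with overlap. All small RNA genes together held 3.87 to 4.12% of the total in UT WT and 1.95 to 15.81% in WT LPS samples, the most in replicate 3. In cGAS-/- samples they held 0.33 to 0.46% in UT cells and 0.34 to 0.40% with LPS. The composition of the libraries thus differed with genotype. This class takes in miRNA genes, so Mir6236 itself may account for its difference. Reads from ribosomal RNA could not be tested, since the annotated rRNA genes were above 0 in 1 of 12 samples. A difference between mouse lines or between libraries of the genotypes stays open.

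Ifi202b lay between 62.1 and 484 TPM in WT and at or below 0.823 TPM in cGAS-/- samples. Reads shared with a near-identical gene are argued against by the closest match over most of its length, Ifi204 at 73.1% identity, and by Ifi205 at 78.6% over 34.2% of its length. A chromosome segment of another strain cannot be excluded, since 0 of 18 tested neighbours differed in both treatments (limma) and 2 of them, Ifi214 and Ifi208, in either, with 4 at an unadjusted p under 0.05 in each treatment. Beside Cgas, 0 of 9 tested neighbours differed in both treatments or in either, and 1 in UT cells and 0 with LPS had an unadjusted p under 0.05. Of 2 known substrain genes tested, Wdfy1 and Cyfip2, 0 had an adjusted p under 0.05 by limma and 1, Wdfy1 in UT cells, an unadjusted p under 0.05. Among genes called between genotypes in UT cells the 2 pairs of adjacent genes, Tmem176b with Tmem176a and Igkv3-4 with Igkc, were each of one gene family, and 0 pairs lay outside a family. A segment that holds a single called gene is not excluded by this. A strain difference between the mice thus stays open beside an effect of cGAS.

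The number of genes between groups of 3 was matched by 1 of 10 splits in each of the 4 comparisons, the real one, and a share of 0.1 is the smallest that 10 splits allow, so chance cannot be excluded by this count. The highest of the other splits gave 3 genes for cGAS-/- against WT with LPS and 1 in UT cells, and 2 for LPS against UT in each genotype.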

How the results depend on the processing

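Sample weights, protein-coding genes only and rescaling to a common total were chosen after the data were seen.

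The number of genes past both thresholds was 73 between genotypes with LPS. It was 117 with a pseudocount of 0.1, 35 with 5, 48 without a filter, 42 for protein-coding genes only and 5 from the 6 samples compared, and between 37 and 214 with 1 sample left out. In UT cells, 44 became 75 and 18 with those pseudocounts, 22 for protein-coding genes only and 78 when rescaled, with 40 to 52 when 1 sample was left out. For LPS in WT cells, 514 became 1415 and 173 with the pseudocounts and 900 when rescaled, with 443 to 825 when 1 sample was left out. For LPS in cGAS-/- cells, 416 became 776 and 179 with the pseudocounts, with 379 to 427 when 1 sample was left out. For the difference between LPS effects, 48 became 31 and 24, with 29 to 212. Adjusted p alone gave 281, 218, 3286, 1643 and 107 genes in these comparisons. Limma's treat gave 5, 6, 70, 93 and 0, and 1316 genes had an unadjusted p under 0.05 for the last one without a minimum change.

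With 1 sample left out, the M2 median ranged from −0.39 to 0.25, the lowest without WT LPS replicate 3. It was −0.31 with sample weights, −0.076 with quantile normalization, −0.16 with TMM factors, 0.085 and called for protein-coding genes only, and −1.33 as fgsea's score. OXPHOS between genotypes ranged from −0.23 to 1.10, was −0.21 with sample weights and 1.65 as fgsea's score. OXPHOS for LPS in cGAS-/- cells ranged from −0.008 to 0.022, was −0.009 with the Reactome set, −0.077 when rescaled, 0.306 with TMM factors and 0.003, now called, from the 6 samples compared. The AP-1 list ranged from 0.13 to 1.05, and was called by fgsea at 1.66, without a filter at 0.61 and with a pseudocount of 5 at 0.46. The M1 list was called by fgsea at 1.81 and by fry and without a filter at 0.33. Its range was 0.04 to 0.78. With an estimated correlation the calls of IRF and STAT (−0.33), NF-κB (0.81), and mTORC1 between genotypes (0.73) and for LPS in cGAS-/- cells (0.31) were lost. With fry, those of IRF and STAT (−0.33) and of mTORC1 for LPS in cGAS-/- cells (0.31) were. The proliferation list kept its direction and call under each of 28 alternatives.

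The distance ratio between genotypes with LPS ranged from 0.945 to 1.65, and was 0.947 without cGAS-/- LPS replicate 2 and 0.945 without replicate 1 or 3. For LPS in WT cells it ranged from 1.17 to 1.85, and in cGAS-/- cells from 1.94 to 2.06. In cGAS-/- cells it was 2.49 by Spearman correlation and 2.17 over the 1000 genes with the largest variance, and in UT cells 1.32 by Spearman correlation. Of 7 factor genes, 1 was called adjusted over the list alone, against 0 from the 6 samples compared, with a pseudocount of 0.1, with the replicate block and when rescaled, 2 with quantile normalization and 3 with TMM factors, and 0 to 2 with 1 sample left out.

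Of 2281 alternatives for 97 named gene results, 2092 kept direction and side of the threshold, 157 fell short of it, 15 passed it and 17 reversed. Between genotypes with LPS, and with 1 sample left out, the log2 fold change ranged from −0.72 to 0.33 for Arg1, −0.43 to 0.056 for Arid5a, −0.01 to 0.46 for Irf2, −0.60 to 0.48 for Jun and −0.42 to 0.14 for Stat2, and for LPS in WT cells from −0.36 to 0.12 for Cgas. When rescaled, Arg1 was 0.071 and Jun 0.13. With sample weights, Ctnnb1 was 0.080. With quantile normalization, Irf2 was −0.063 and Cgas 0.37, and with TMM factors −0.19 and 0.39. For the settings that use all samples and genes, the cause was not tested.

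In simulated data in which each condition had its own spread, unchanged genes were 12.3% of the calls between genotypes with LPS, 11.2% for LPS in WT cells and 6.51% for the difference between LPS effects (11887 genes). With sample weights the shares were 3.47%, 1.16% and 4.17%. Since no single deviating sample was simulated, shares among the real calls can differ.

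The samples share only a number across groups. Over 18 same-numbered pairs, the highest correlation of deviations was 0.0383. With the replicate block, the counts were 64, 44, 515, 415 and 37 in the order above. Tests for counts were not run, since the values are TPM. The number of reads is unknown, so what depth limits cannot be given.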

Differences from the paper's values

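The tests with sample weights, protein-coding genes only and rescaling were chosen after the data were seen.

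For Il1b mRNA after LPS, the paper's value, from PCR of separate samples, is 14-fold higher in WT than in cGAS-/- cells. In the RNA-seq samples the ratio of WT to cGAS-/- on the log2(TPM + 1) scale was 0.116, that is, Il1b was higher in cGAS-/- cells, at 847 ± 72.5 TPM (SD, n = 3) against 110 ± 57.4 in WT cells. The ratio ranged from 0.0913 to 0.168 over 24 alternatives. None of the 21 alternatives set before the data were examined brings it near the paper's value, and neither do the 3 added later. The log2 difference lost its adjusted p from the 6 samples compared, with sample weights and without cGAS-/- LPS replicate 1.

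The paper states that with LPS the more prominent expression was mostly in cGAS-/- cells. Over the genes of Figure 4B the tally is 15 higher in cGAS-/- and 5 higher in WT cells, each in the direction shown. Over all genes, 33 were called higher and 40 lower in cGAS-/-. Protein-coding genes only, chosen after seeing the values, gave 26 higher and 16 lower. Without WT LPS replicate 2 there were 130 higher and 84 lower. The split moved the other way with TMM factors (26 higher and 61 lower), with quantile normalization (25 and 51) and without WT LPS replicate 3 (25 and 72).

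Figure 4B presents 41 genes, of which 15 passed both thresholds of the methods here and 41 had the direction shown. At a pseudocount of 0.1, 29 passed, and when rescaled to a common total, chosen after seeing the values, 24 did, without losing any of the 15. Lad1 also passed with TMM factors, Lad1 and Il12a without WT LPS replicate 1 or cGAS-/- LPS replicate 3, Lad1 without cGAS-/- LPS replicate 2, Gm12978 without UT WT replicate 1, and Aunip without UT WT replicate 3 or UT cGAS-/- replicate 1. Other settings lost genes. TMM factors lost Vnn3, Gm43690 and Top2a, so that 13 passed, and so did quantile normalization, where 12 passed. Vnn3 was lost without WT LPS replicate 1 or 3, and Top2a without UT WT replicate 2 or UT cGAS-/- replicate 2. From the 6 samples compared 8 passed, at a pseudocount of 5 it was 5, and of protein-coding genes only, chosen after seeing the values, 10 passed.

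The paper states that OXPHOS genes were enriched in LPS-treated cGAS-/- cells. Camera did not call the list (median 0.55, adjusted p = 0.728), fgsea did (score 1.65), and camera did without WT LPS replicate 1 (1.10). Without WT LPS replicate 3 the median was −0.23. Against UT cGAS-/- cells it was 0.00, and camera called it with TMM factors (0.31) and from the 6 samples compared. For mTORC1, the direction was as the paper states in both comparisons.

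The paper states that the activity of AP-1 factors rose. The list was higher, at 0.61, but not called by camera (adjusted p = 0.0993). It was called by fgsea, without a filter, with a pseudocount of 5 and without WT LPS replicate 1. For NF-κB and for IRF and STAT, the directions were those the paper gives, with calls by camera at the preset correlation. Fry kept the NF-κB call and lost that of IRF and STAT, and an estimated correlation lost both. The IRF and STAT median was −0.33 with LPS and −0.53 in UT cells, so the list was not lower with LPS alone. With 1 sample left out, its median with LPS lay between −0.68 and −0.01.

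The paper states that Irf and Stat genes were lower in cGAS-/- cells. Irf1 and Stat2 were, at −0.61 and −0.21, and Irf2 was higher at 0.18, none with an adjusted p under 0.05 by limma. Irf1 was called by adjusted p without WT LPS replicate 1. With TMM factors Irf2 was −0.19. Of the 7 factor genes tested with LPS, 1 (Nfkb1) passed when adjusted over the list alone.

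The paper names vanin-1 for Vnn. Vnn1 was above 0 in 1 of 12 samples, and the vanin gene higher in cGAS-/- cells was Vnn3, at 2.06.

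The paper names an elevation of β-catenin among what might explain its lower secreted IL-6 beside higher Il6 mRNA. The mRNA of Ctnnb1, which leaves the protein open, was −0.51 between cGAS-/- and WT cells with LPS (adjusted p = 0.484), −1.05 without WT LPS replicate 1, −0.04 without WT LPS replicate 3, and 0.08 with sample weights, chosen after seeing the values.

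The paper states from MacSpectrum, which was not run here, that LPS-treated cGAS-/- cells were closer to M2 and WT cells to M1. It adds PCR, flow cytometry and cytokines of separate experiments. The M1 list was higher in cGAS-/- cells, at 0.33 with 60% of its genes higher, but camera did not call it (adjusted p = 0.14). It was called by fry, by fgsea and without a filter. With 1 sample left out, the M1 median lay between 0.04 and 0.78. The M2 median was 0.08 with a mean of −0.05, and −0.39 without WT LPS replicate 3.

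The paper states that LPS raised cGAS gene expression in WT cells. It lists PCR primers for cGAS, but does not say whether the samples were the sequenced ones. In the RNA-seq, Cgas changed by −0.18 (limma adjusted p = 0.562), and by 0.39 with TMM factors, 0.37 with quantile normalization and 0.12 without WT LPS replicate 1. Its loss in cGAS-/- cells was as the paper states, at −1.69 in UT cells.

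The paper states from PCR of other samples that Arg1 was higher in LPS-treated cGAS-/- than WT cells. In the RNA-seq it was −0.06 (limma adjusted p = 0.955), and 0.33 without WT LPS replicate 2, 0.21 without WT LPS replicate 1 and 0.07 when rescaled to a common total, which was chosen after seeing the values. Without WT LPS replicate 3 it was −0.72 and called as lower.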

Other observations

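The tests of fewer reads in WT LPS replicate 3 and of neutrophil RNA in the UT WT cultures were chosen after the result was seen.

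WT LPS replicate 3 differed from the other WT LPS samples, with Fth-ps3 at 31.7% of its total against 10.6% and 15.5%. Fewer reads would leave that share unchanged on average, so they are argued against as its source. Shorter RNA fragments cannot be excluded. Across genes, which are not independent replicates, Spearman's rho between transcript length and the log2 ratio to the other WT LPS samples was −0.075, against −0.28 for WT LPS replicate 1 to 2.

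The OXPHOS list was low in this sample, with a median log2 ratio of −2.33 to the other WT LPS samples. Lists matched on expression lay between −1.74 and −1.005 in their middle 95%, which argues against a larger share taken by a few genes as the whole cause. Among lists also matched on length, the list was at percentile 0.080, which argues the same of length. A difference of the culture or of the library stays open, and no biological explanation was tested.

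Cell cycle genes were higher in UT WT cells. The 53 genes had a median of −1.05, while lists matched on length, GC content and expression lay between −0.11 and 0.05, which argues against such a bias. RNA of B cells in the UT WT cultures could not be told apart. The 4 tested B cell markers had a median of −0.66, Igkc lay between 62.8 and 97.0 TPM in UT WT and between 3.33 and 10.1 TPM in UT cGAS-/- samples, and Ighm between 36.3 and 42.8 and between 15.6 and 20.0 TPM. Cd79a and Cd79b, at 0.699 and 0.896 TPM on average in UT WT cells, overlapped between the genotypes. RNA of neutrophils or their precursors could not be told apart either. The 8 tested neutrophil markers had a median of −0.86 (camera adjusted p = 1.21e-05), a call that holds under fry and an estimated correlation. Ngp lay between 24.1 and 32.3 TPM in UT WT and between 0.657 and 3.13 TPM in UT cGAS-/- samples, while S100a8 and S100a9 overlapped, at 37.5 to 73.1 and 63.8 to 110 against 21.5 to 50.1 and 30.6 to 72.3 TPM. An effect of cGAS on growth stays possible.

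The labels give LPS for 1 h and the methods 24 h. Late LPS genes had a median of 3.49 with LPS in WT and 4.31 in cGAS-/- cells, which argues against 1 h. Whether it was 24 h is not settled. Immediate early genes had a median of −0.03 in WT cells (camera gave the direction as higher, adjusted p = 0.137) and of −0.03 in cGAS-/- cells, where camera called the list as higher (adjusted p = 0.0207) and fry did not, but its genes went both ways, with 2.60 for Cxcl1 and −1.92 for Fos in WT cells, so these medians decide little. Macrophage genes exceeded neutrophil genes by at least 5.28 on the log2 scale in all 12 samples, which argues against neutrophils as the cells, as the extraction step of the labels has it.

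Between genotypes with LPS, the median log2 fold change was 0.64 for immediate early genes (camera adjusted p = 0.0404), 0.63 for late LPS genes (0.164), −1.18 for B cell genes (2.37e-05), −0.35 for neutrophil genes (0.0181), −0.33 for erythroid genes (0.286) and −0.48 for macrophage genes (0.0286). Of these, the B cell call alone holds under both fry and an estimated correlation.

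Several genes of the paper's PCR, flow cytometry and ELISA were read in the RNA-seq samples after LPS. Nos2 was at 11.7 ± 1.09 TPM (SD, n = 3) in cGAS-/- and 9.49 ± 9.03 in WT cells, a log2 fold change of 0.62 (limma adjusted p = 0.451). Tgfb1 was at 56.2 ± 2.43 and 28.1 ± 20.4 TPM, Cd163 at 0.622 ± 0.0609 and 0.285 ± 0.217, and Il10 at 8.26 ± 0.333 and 20.0 ± 11.7. None of these 4 had an adjusted p under 0.05, but without WT LPS replicate 2 Nos2 did at a log2 fold change of 1.29, Tgfb1 at 1.83 and Cd163 at 0.48, and Il10 did with TMM factors at −1.33 and without WT LPS replicate 3 at −1.57. Mrc1, which encodes CD206, was at 0.938 ± 0.137 and 7.20 ± 3.51 TPM, a log2 fold change of −1.99 (limma adjusted p = 0.00582).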
